# RNA-Sequencing Reveals Upregulation and a Beneficial Role of Autophagy in Myoblast Differentiation and Fusion

**DOI:** 10.3390/cells11223549

**Published:** 2022-11-10

**Authors:** Pengcheng Lyu, Honglin Jiang

**Keywords:** autophagy, differentiation, myoblast, myotube, RNA-seq

## Abstract

Myoblast differentiation is a complex process whereby the mononuclear muscle precursor cells myoblasts express skeletal-muscle-specific genes and fuse with each other to form multinucleated myotubes. The objective of this study was to identify potentially novel mechanisms that mediate myoblast differentiation. We first compared transcriptomes in C2C12 myoblasts before and 6 days after induction of myogenic differentiation by RNA-seq. This analysis identified 11,046 differentially expressed genes, of which 5615 and 5431 genes were upregulated and downregulated, respectively, from before differentiation to differentiation. Functional enrichment analyses revealed that the upregulated genes were associated with skeletal muscle contraction, autophagy, and sarcomeres while the downregulated genes were associated with ribonucleoprotein complex biogenesis, mRNA processing, ribosomes, and other biological processes or cellular components. Western blot analyses showed an increased conversion of LC3-I to LC3-II protein during myoblast differentiation, further demonstrating the upregulation of autophagy during myoblast differentiation. Blocking the autophagic flux in C2C12 cells with chloroquine inhibited the expression of skeletal-muscle-specific genes and the formation of myotubes, confirming a positive role for autophagy in myoblast differentiation and fusion.

## 1. Introduction

Skeletal muscle is the largest tissue in the body, accounting for nearly half of the body’s entire weight, and has many important functions, including contraction [1]. The basic structural units of skeletal muscle are myofibers, which are multinucleated muscle cells differentiated and fused from the muscle precursor cells myoblasts [2,3,4,5]. Significant changes occur in gene transcription during myoblast differentiation and fusion into myofibers, and these changes are regulated in the nucleus by cis-regulatory elements, including enhancers and promotors, and trans-regulatory factors, including transcription factors, co-factors, and other DNA-targeted regulatory proteins [6,7]. Four master transcription factors have been identified to regulate gene transcription during myogenesis, including myogenic factor 5 (MYF5), MYF6 (also known as MRF4), MyoD (MYOD1), and myogenin (MYOG), of which MYOG is the major transcription factor that regulates gene transcription during myoblast differentiation [8,9]. DNA methylation plays a vital role in determining the expression of genes critical for myoblast differentiation via changing the accessibility of chromatin to transcription factors or co-factors [10,11]. Within the cytoplasm, multiple signal transduction pathways, including the mTOR and AMPK pathways, ensure accurate epigenetic control of gene expression during myoblast differentiation [12,13]. Additionally, microRNA and lncRNA control the protein buildup in differentiating myoblasts partly via altering the stability of mRNA [14,15]. On the cell surface, various receptors respond to extracellular signals, such as amino acids, hormones, cytokines, and mechanical damage, and initiate the intracellular signal transduction pathways involved in myoblast differentiation [9,16,17,18].

It can be easily imagined that significant protein turnover occurs in the cytoplasm during myoblast differentiation and fusion and that myoblast differentiation and fusion might be controlled by protein degradation. Autophagy is a major intracellular protein degradation process by which unnecessary or damaged proteins or organelles are degraded and reused as raw materials to reconstruct new cellular components [19]. This process includes packaging the target objects in the phagophores derived from the endoplasmic reticulum [20]; the expansion and sealing of the phagophores with various proteins, including different Atg isoforms [21]; the establishment of autophagosomes; and the fusion of autophagosomes with lysosomes to form autolysosomes, where the target material for recycling is degraded by lysosomal hydrolases. Autophagy has been linked to muscle regeneration following injury [12], muscle aging [22], muscle atrophy [23], and myoblast differentiation [24,25,26,27,28,29].

The objective of this research was to uncover potentially novel mechanisms that regulate myoblast differentiation. Through an RNA-seq analysis of transcriptomes in C2C12 myoblasts, we identified many biological processes, including autophagy, associated with myoblast differentiation. Through biochemical and immunocytochemical analyses, we confirmed the beneficial role of autophagy-mediated protein degradation in myoblast differentiation and fusion.

## 2. Materials and Methods

### 2.1. Major Reagents Used in this Study

Growth medium (GM) was composed of 89% Dulbecco’s Modified Eagle Medium (DMEM), 10% fetal bovine serum (FBS), and 1% Antibiotic-Antimycotic (ABAM). Differentiation medium (DM) consisted of 97% DMEM, 2% horse serum, and 1% ABAM. Radioimmunoprecipitation assay (RIPA) buffer consisted of 150 mM NaCl, 5 mM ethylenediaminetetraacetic acid (EDTA), 50 mM Tris-base pH 8.0, 1% Nonidet P40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS), and 1% Halt Protease Inhibitor Cocktail. Western blot running buffer consisted of 25 mM Tris-base pH 8.0, 190 mM glycine, and 3.5 mM SDS. Western blot transfer buffer consisted of 25 mM Tris-bas pH 8.0, 190 mM glycine, and 20% methanol. Tris-buffered saline with Tween 20 (TBST) buffer consisted of 20 mM Tris-bas pH 8.0, 50 mM NaCl, and 0.05% Tween20. The blocking buffer was TBST with 5% non-fat milk added.

C2C12 cells (catalog number CRL-1772) were purchased from ATCC (Manassas, VA, USA), FBS (S11150) from Atlanta Biologicals (Minneapolis, MN, USA), ABAM (30-004-CI) from Corning (Corning, NY, USA), DMEM (11965118) from Thermo Fisher Scientific (Waltham, MA, USA), non-fat milk (M0841) from Labscientific (Highlands, NJ, USA), chloroquine (14194) from Cayman (Ann Arbor, MI, USA), TRIzol Reagent (15596026) from Invitrogen (Waltham, MA, USA), a Direct-zol RNA Microprep kit (R2062) from Zymo Research (Irvine, CA, USA), and nitrocellulose membranes (1620147) from BIO-RAD (Hercules, CA, USA). Random primers (C1181), ImProm-II Reverse Transcriptase (A3803), RNasin Ribonuclease Inhibitor (N2615), and Deoxyribonucleoside Triphosphate (dNTP) Mix (U1515) were purchased from Promega (Madison, WI, USA). Fast SYBR Green Master Mix (4385612) was purchased from Applied Biosystems (Waltham, MA, USA). The NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (E7760S) was purchased from New England BioLabs (Ipswich, MA, USA). All other reagents and materials used in this study were purchased from either Thermo Fisher Scientific or Sigma-Aldrich (St. Louis, MO, USA), unless otherwise indicated.

### 2.2. Cell Culture

C2C12 cells were cultured in GM to expand. When they reached approximately 70% confluency, they were split into 6-well plates at a density of 5 × 10^5^ cells/well. After one-day culture in GM or when they reached more than 90% confluency, GM was replaced with DM to induce myogenic differentiation, as described previously [30]. To block autophagy in C2C12 cells, 10 μM or 20 μM chloroquine, which inhibits autophagy by blocking the formation of autolysosomes from autophagosomes and lysosomes [31,32,33], was added to the culture medium. Pilot experiments showed that at concentrations higher than 20 μM, chloroquine caused significant death in C2C12 cells. To control wells 0.1% water was added, the solvent for chloroquine. Culture medium and treatment were refreshed every two days.

### 2.3. RNA Extraction and RNA-Seq Library Construction and Sequencing

Total RNA from C2C12 cells was extracted using TRIzol reagent and the Direct-zol RNA Microprep kit, according to the suppliers’ instructions. RNA concentration and purity were measured with a Nanodrop Spectrophotometer (Thermo Fisher Scientific). RNA integrity was determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All RNA samples for RNA-seq library preparation had RNA integrity numbers (RINs) greater than 7.7. RNA-seq libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (E7760S) (New England BioLabs), according to the manufacturer’s instructions. Each library was uniquely indexed. RNA-seq libraries were paired-end sequenced on an Illumina sequencing system at Novogene Corporation (Sacramento, CA, USA).

### 2.4. Gene Expression Analysis and Gene Ontology Analysis of RNA-Seq Data

The raw sequencing reads were first filtered with Trimmomatic [34] to remove low-quality reads and reads containing adapters. Clean reads were mapped to the mouse reference genome (mm10) using the STAR (v2.5) program [35]. The uniquely mapped reads were used in the quantification of gene expression levels, which was performed using the HTSeq v0.6.1 program [36]. Gene expression levels were calculated as reads per kilobase of exon model per million mapped reads (FPKM) [37]. A differential expression analysis was performed using the DESeq2 R package (2_1.6.3) [38], and the resulting *p*-values were adjusted using the Benjamini–Hochberg approach for controlling the false discovery rate (FDR). Genes with adjusted *p*-values (*P*adj) < 0.05 were considered as differentially expressed genes (DEGs). Gene ontology (GO) analysis of DEGs was performed in three categories: biological process (BP), cellular compound (CC), and molecular function (MF), using the R package clusterProfiler [39,40]. In this analysis, the *p*-value and *q*-value cutoffs were 0.01 and 0.05, respectively.

### 2.5. Reverse Transcription Quantitative PCR (RT-qPCR)

One microgram of total RNA was denatured by incubation with random primers at 70 °C for 10 min, followed by cooling on ice for 5 min. Reverse transcription of total RNA was performed by incubating 5 μL RNA–random primer mix with 4 μL 5 × reverse transcription buffer, 4.8 μL MgCl_2_, 1 μL dNTP, 1 μL ImProm-II reverse transcriptase, 0.5 μL RNasin Ribonuclease Inhibitor, and 3.7 μL RNase free H_2_O at 42 °C for 90 min, at 70 °C for 10 min, and then at 4 °C for 5 min. Quantitative PCR of 20 ng cDNA was performed in duplicate using Fast SYBR Green Master Mix on a 7500 Fast Real-Time PCR system (Applied Biosystems). The PCR primers used in this study were designed in a previous study [41]. Relative gene expression levels were calculated using the ∆∆Ct method [42], using the HMBS gene as a reference gene, which, based on its Ct value (data not shown), was stably expressed in C2C12 cells during differentiation.

### 2.6. Immunocytochemistry

C2C12 cells were first fixed by incubating them with 4% formaldehyde solution for 15 min at room temperature and then rinsed twice with PBS. Cells were then permeabilized by incubation with 0.25% Triton X-100 for 10 min at room temperature. After that, cells were rinsed again with PBS and then incubated with 1% BSA and 0.05% Tween-20 in PBS for one hour at room temperature with shaking to block nonspecific antibody binding. Cells were then incubated with the antibody for myosin heavy chains (NA-4, DSHB, Iowa City, IA, USA) at 1:100 in PBS at 4 °C overnight. Cells were rinsed twice with PBS and incubated with an anti-mouse IgG FITC antibody (Sigma-Aldrich) at 1:200 dilution for 1 h at room temperature. Nuclei were stained by incubating cells with 1 μg/mL of 4′,6-diamidino-2-phenylindole (DAPI) for 10 min at room temperature. Images of stained cells were taken with a florescence microscope.

### 2.7. Determination of Fusion Index, Myotube Length, and Myotube Area

Numbers of nuclei were counted and lengths of myotubes and areas of myotubes were measured from randomly taken immunofluorescent images of myotubes using ImageJ [43]. A myotube was defined as a myosin-heavy-chain-positive (“green”) cell containing 2 or more DAPI-stained nuclei (“blue”); the length of a myotube was defined as the longest distance between two ends of a myotube; and fusion index was defined as the ratio of the number of nuclei in myotubes to the number of total nuclei counted. Around 1000 total nuclei were counted, and 15 myotubes were measured for each treatment in each experiment.

### 2.8. Total Cellular Protein Extraction and Western Blot Analysis

Total protein lysates from C2C12 cells were prepared by scraping and incubating them in the RIPA buffer with proteinase inhibitors added for 30 min on ice followed by centrifugation at 16,000× *g*, 4 °C, for 15 min. Protein concentrations were determined using a Pierce BCA Protein Assay Kit (23227, obtained from Thermo Fisher Scientific). For the Western blot analysis, 20 μg of total protein lysates were separated using sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) with 6% stacking and 15% separating gel. Gel electrophoresis was run at 80 V for 30 min and then 120 V for 80 min at 4 °C. Following separation, protein was transferred from the gel to a nitrocellulose membrane by electrophoresis at 70 V, 4 °C, for 60 min. To block nonspecific antibody binding, the membrane was incubated with 5% non-fat milk in the TBST buffer for 1 h at room temperature. The membrane was then incubated with a primary antibody overnight at 4 °C. The membrane was rinsed twice with TBST and then incubated with a secondary antibody for 1 h at room temperature. The following primary antibodies were used in Western blot analyses: ß-tubulin at 1:1000 dilution (E7 from DSHB), LC3B at 1:1000 dilution (NB100-2220 from Novus Biologicals, Centennial, CO, USA), and myogenin at 1:25 dilution (F5D from DSHB). The following secondary antibodies were used in Western blot analyses: IRDye 800CW goat anti-rabbit IgG secondary antibody (926-32211, LI-COR Biosciences, Lincoln, NE, USA) at 1:15000 dilution and IRDye 800CW goat anti-mouse IgG secondary antibody (926-32210, LI-COR Biosciences) at 1:15,000 dilution. Western blots were visualized with the LI-COR Odyssey Infrared Image System 9120, and the fluorescent intensities were quantified with the Image Studio Lite software (LI-COR Biosciences).

### 2.9. Statistical Analyses

Data were analyzed by ANOVA, followed by multiple comparisons using Tukey’s test or Dunnett’s test. Two-group comparisons were carried out via *t*-tests. All statistical analyses were performed in JMP Pro 16 (SAS, Cary, NC, USA) or GraphPad Prism 9 (San Diego, CA, USA). All data are expressed as means ± standard errors.

## 3. Results

### 3.1. More Than Ten Thousand Genes Were Differentially Expressed during Myoblast Differentiation

We performed an RNA-seq analysis to identify genes differentially expressed during myogenic differentiation in C2C12 cells. The sequencing of five RNA-seq libraries constructed from C2C12 cells immediately before induction of myogenic differentiation and five RNA-seq libraries constructed from C2C12 cells on day 6 of induced myogenic differentiation generated more than 36 million unique mapped sequencing reads per library (Supplementary Table S1). 

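C2C12 is a mouse myoblast line that divides in growth medium and, when the serum is lowered, stops dividing, expresses muscle genes and fuses into multinucleated myotubes. RNA was sequenced as 5 libraries from cells immediately before induction of differentiation and 5 libraries from cells on day 6 of differentiation. Reads were filtered with Trimmomatic and mapped to mm10 with STAR (v2.5), and the uniquely mapped reads were counted per gene with HTSeq (v0.6.1). These raw counts, with no normalization, were used for all values. The counts of a library summed to 16288532 to 21622527 (median 17889126) before differentiation and 15367909 to 20509280 (median 16570169) on day 6. Table S1 gives 36293690 to 50848798 uniquely mapped reads per library, and the counts came to 42.2 to 44.15 for every 100 of those reads. Of 35275 genes in the count table, the 13085 that passed edgeR's filter on low counts were tested. Library totals were scaled by the trimmed mean of M values (TMM), which assumes that most genes do not change or change evenly both ways, and levels are given as counts per 1000000 of the scaled total (CPM), as mean ± SD over the libraries of a condition. Fold changes are day 6 over before differentiation, on the log2 scale. Their standard errors are derived from the test statistic of the fit, and can fall short of the error of counting where a condition has few counts. The p-values come from edgeR's quasi-likelihood test, adjusted by the Benjamini-Hochberg method over all genes tested. Gene lists were tested for over-representation among the higher or the lower genes by a one-sided Fisher's exact test against the genes tested, and by camera of limma, which compares the genes of a list with all others at a preset correlation of 0.01. List members outside the rule for named genes were picked after their values were seen. The first principal component held 92.1% of the variance, with the libraries before differentiation at -95.3 to -91.3 and those of day 6 at 89.3 to 96.8. Within day 6 alone, the first component held 49.5% and placed replicates 1 to 5 at -24.3, -24.4, 17.8, 18.7 and 12.2. Mitochondrial genes took 1.90% to 2.54% of the counts before differentiation and 2.77% to 3.31% on day 6. Counts at Yam1, annotated as a noncoding RNA, made up 3.36% to 6.71% of a library, with 4.95% and 6.71% in replicates 2 and 3 before differentiation. Counts at Lars2 were also highest in these replicates among the libraries before differentiation, at 5313 and 5061 per 1000000 unscaled counts. What the reads at these genes come from was not tested. The labels do not say whether the libraries of a condition come from separate cultures, so the p-values measure the spread between these libraries.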

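The largest increases in fitted fold change among protein-coding genes with a mean of at least 5 CPM on day 6 were those of Mybpc2 and Mybpc1, which encode myosin-binding proteins of the thick filament, Adamtsl2, Tekt5 and Pgm5. Mybpc2, Mybpc1, Adamtsl2 and Tekt5 had no count in any library before differentiation and 3401, 2371, 2059 and 1690 counts over the libraries of day 6. With 3 counts over the group before differentiation as the floor, they were at least 1130-fold, 798-fold, 707-fold and 586-fold higher on day 6 (adjusted p = 0.00148, 0.000161, 4.61e-13 and 2.04e-13), and with only a floor for them their order against Pgm5 is not known. Pgm5, which encodes a phosphoglucomutase-related protein of cell junctions and lies on chromosome 19 of mm10 from 24683016 to 24861855, rose from 0.0641 ± 0.0904 to 197 ± 35.7 CPM (SD, n = 5), with a log2 fold change 11.41, standard error 0.288, adjusted p = 7.23e-12. The largest decreases were those of Prl2c2 and Prl2c3, Ngfr, Serpinb2 and Nefl. Prl2c2 and Prl2c3 encode proliferins, hormones of the prolactin family made by dividing cells, and fell from 99.4 ± 5.68 to 0.132 ± 0.114 CPM and from 322 ± 11.8 to 0.623 ± 0.380 CPM. Their sequences are nearly identical, so reads that both share are left out of the counts, and how well the rest were told apart was not tested. Ngfr, which encodes a neurotrophin receptor and lies on chromosome 11 of mm10 from 95568818 to 95587735, fell from 42.2 ± 1.25 to 0.0806 ± 0.0877 CPM (log2 fold change -8.92, standard error 0.204, adjusted p = 4.37e-17). Serpinb2, a protease inhibitor, fell 458-fold, and Nefl, a neurofilament protein, fell 331-fold from 154 ± 9.37 CPM (adjusted p = 8.25e-16 and 1.37e-19). Over the day 6 libraries Serpinb2 had 4 counts, Ngfr 7 and Prl2c2 11, so the size and order of these decreases rest on few counts. Of the 13085 genes tested, 5247 were higher on day 6 and 5197 were lower at an adjusted p under 0.05, which is 79.8% of them, and 2370 and 1925 changed by more than 1 log2. The libraries of the groups did not overlap in CPM for 9042 genes (69.1%), where chance gives 0.794% of genes. The median log2 fold change of all genes tested was 0.0147.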

Gene expression quantification and subsequent differentiation expression analysis revealed 11,046 genes differentially expressed (*P*adj < 0.05) between the two conditions, of which 5615 genes were upregulated and 5431 genes downregulated from the day before induction of differentiation to day 6 of differentiation (Figure 1A, Supplementary Table S2). Examples of genes upregulated in C2C12 cells during induced myogenic differentiation were *Myh1*, *Myh2*, *Myh3*, *Myh4*, *Myog, Ckm*, *Mymk*, and *Mb,* which are all known to be specifically or preferentially expressed in skeletal muscle [44,45]. 

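Myog, which encodes myogenin, a transcription factor of terminal muscle differentiation, lies on chromosome 1 of mm10 from 134289989 to 134292548. Its level rose 174-fold, from 4.42 ± 0.668 to 770.2 ± 81.2 CPM (SD, n = 5, log2 fold change 7.45, standard error 0.105, adjusted p = 1.31e-18). Ckm, the muscle creatine kinase, lies on chromosome 7 of mm10 from 19411094 to 19421583 and rose from 0.0944 ± 0.0655 to 187 ± 54.7 CPM, with a log2 fold change 10.79, standard error 0.417, adjusted p = 5.09e-09. It had 9 counts over the 5 libraries before differentiation, so the size of its fold is set by few counts. Mymk encodes myomaker, a membrane protein needed for myoblast fusion, and the annotation names it Tmem8c (chromosome 2 of mm10 from 27061636 to 27072179). It rose 381-fold from 1.76 ± 0.487 to 680.1 ± 48.5 CPM (log2 fold change 8.57, standard error 0.116, adjusted p = 1.23e-18). Mb, myoglobin, lies on chromosome 15 of mm10 from 77015489 to 77050670 and rose from 0.482 ± 0.439 to 547 ± 174 CPM, with a log2 fold change 10.07, standard error 0.438, adjusted p = 2.38e-08 and 46 counts before differentiation. Tnnt3, a fast skeletal troponin T, rose 905-fold to 1566 ± 233 CPM (adjusted p = 8.49e-14). For each of these 5 genes, every library of day 6 lay above every library before differentiation.

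**Figure D1:**
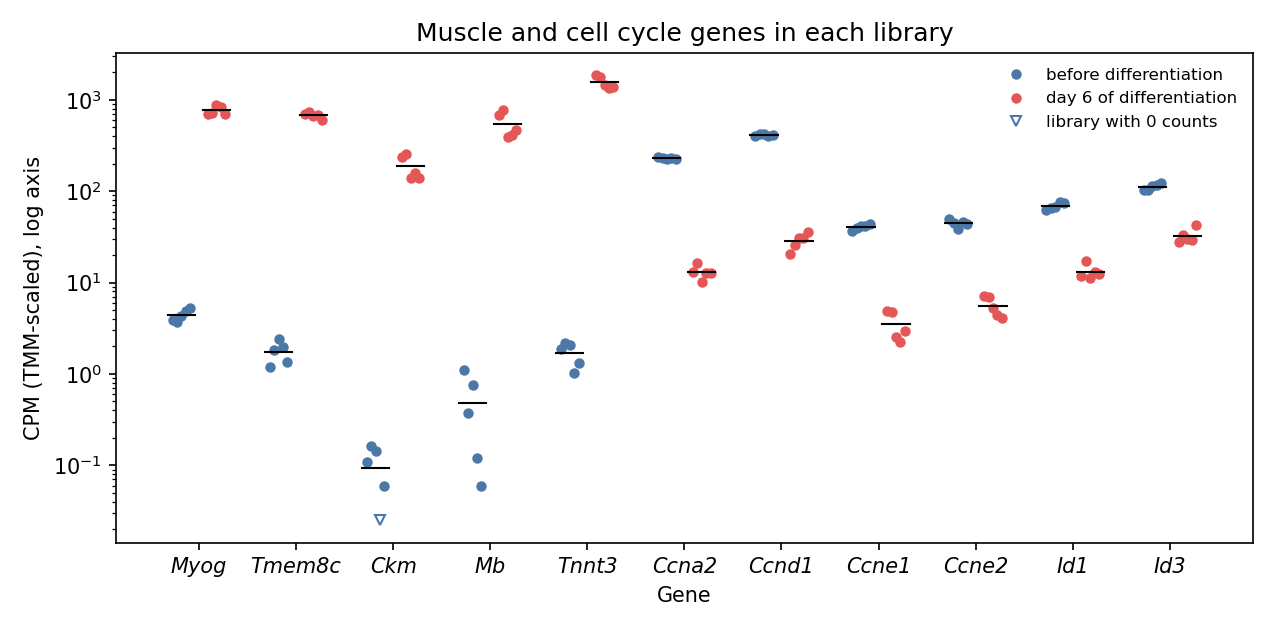
CPM, on a log axis, of 5 muscle genes (left) and 6 genes of proliferation (right) in each library before differentiation (blue) and on day 6 (red), with the mean of each condition as a line; an open triangle marks a library with 0 counts. The 5 muscle genes sit higher in every library of day 6, and Ccna2, Ccnd1, Ccne1, Ccne2, Id1 and Id3 sit lower.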

Examples of genes downregulated during this differentiation included *Ccna2*, *Ccnd1*, *Ccne1*, *Ccne2*, *Id1*, *Id3*, and *Cdc6*, which are known to function in cell proliferation [46,47]. 

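Ccna2 encodes cyclin A2, which drives S phase and entry into mitosis, and lies on chromosome 3 of mm10 from 36564866 to 36572150. It fell 17.7-fold, from 231 ± 3.48 to 13.0 ± 2.28 CPM (SD, n = 5, log2 fold change -4.14, standard error 0.0878, adjusted p = 9.81e-17). Ccnd1, cyclin D1 of the G1 phase (chromosome 7 of mm10 from 144929931 to 144939869), fell 14.3-fold from 412 ± 6.70 to 28.8 ± 5.80 CPM (log2 fold change -3.84, standard error 0.118, adjusted p = 7.49e-12). The cyclins E, Ccne1 and Ccne2, fell from 40.7 ± 2.52 to 3.50 ± 1.26 CPM and from 44.8 ± 3.99 to 5.58 ± 1.40 CPM, with log2 fold changes of -3.51 and -2.99 (adjusted p = 3.43e-11 and 1.69e-12). Id1 and Id3, inhibitors of myogenic transcription factors, fell 5.27-fold and 3.44-fold (adjusted p = 1.19e-12 and 4.62e-10), and Cdc6, which loads the replicative helicase, fell 40.5-fold from 62.3 ± 1.22 to 1.46 ± 1.01 CPM (adjusted p = 6.78e-09). Of 50 genes of the cell cycle and mitosis tested, 46 were lower on day 6 and 1 was higher (also 1 higher and 46 lower adjusted over the list alone), with a median log2 fold change of -3.88. They were over-represented among the lower genes (odds ratio 17.6, adjusted p = 1.79e-13 by a one-sided Fisher's exact test; camera, adjusted p = 5.63e-55, and adjusted p = 0.00676 with an estimated correlation). Mybl2, a transcription factor of the cell cycle, had the largest decrease (log2 fold change -5.56), Cdk4 fell 3.12-fold, and Ccnd3, cyclin D3, rose 4.1-fold from 105 ± 7.87 to 433 ± 49.5 CPM (adjusted p = 1.52e-13). Without day 6 replicate 4, 2 genes of this list were higher. Of 8 genes of cell cycle exit, 5 were higher and 3 lower (also 5 higher and 3 lower adjusted over the list alone), which was no over-representation (adjusted p = 0.445 by a one-sided Fisher's exact test). Cdkn1a, the inhibitor p21, rose 8.7-fold from 167 ± 10.2 to 1450.0 ± 139.6 CPM (log2 fold change 3.12, standard error 0.0688, adjusted p = 2.87e-17), and Cdkn1c, Rb1, Rbl2 and Cdkn1b rose by log2 fold changes of 2.48, 1.94, 0.99 and 0.57. Rbl1, a retinoblastoma relative present in dividing cells, fell 4.42-fold, and Cdkn2c and Cdkn2d fell less (adjusted p = 2.98e-10 and 1.74e-05).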

To confirm the gene expression differences quantified by RNA-seq, we measured the expression levels of *Myh1*, *Myh2*, *Myh3*, *Myh4*, and *Myog* mRNAs in the two conditions by RT-qPCR. 

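In the RNA-seq counts, the 4 myosin heavy chain genes Myh1, Myh2, Myh3 and Myh4, which lie side by side on chromosome 11 of mm10 between 67078300 and 67260446, were all higher on day 6. Myh3, the embryonic chain, was the most abundant, at 4279.5 ± 1199 CPM on day 6 against 3.61 ± 1.05 before differentiation (SD, n = 5, log2 fold change 10.21, standard error 0.314, adjusted p = 9.81e-10). The adult fast chains rose from 1.87 ± 0.574 to 1483 ± 62.0 CPM for Myh1 (log2 fold change 9.60, adjusted p = 3.42e-19), from 0.0798 ± 0.101 to 39.1 ± 1.46 CPM for Myh2 (log2 fold change 8.87, standard error 0.216, adjusted p = 1.06e-16) and from 0.254 ± 0.244 to 209 ± 66.0 CPM for Myh4 (log2 fold change 9.55, standard error 0.443, adjusted p = 3.40e-08). Before differentiation Myh2 had 7 counts and Myh4 had 25 counts over the 5 libraries, against 174 for Myh1 and 329 for Myh3, so the folds of Myh2 and Myh4 rest on few counts. Reads shared between these paralogs are not uniquely mapped and are left out of the counts.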

As shown in Figure 1B, average fold changes measured by RT-qPCR were similar to those quantified by RNA-seq for all of these mRNAs.

### 3.2. Autophagy Was Upregulated during Myoblast Differentiation

Gene ontology enrichment analyses of genes upregulated during myogenic differentiation in C2C12 cells revealed the biological processes (BPs), cellular components (CCs), and molecular functions (MFs) associated with these genes (Supplementary Table S3). Shown in Figure 2A are the top 10 upregulated BPs, CCs, and MFs during myogenic differentiation in C2C12 cells. Shown in Table 1 are two examples of top upregulated BPs and associated genes. 

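Most genes of muscle contraction and excitation rose together on day 6, while the factors that specify myoblasts moved less. Of 28 genes of excitation-contraction coupling, 27 were higher and 1 lower (also 27 higher and 1 lower adjusted over the list alone). Cacna1s, the voltage sensor of the T-tubule (chromosome 1 of mm10 from 136052750 to 136119822), rose from 0.323 ± 0.127 to 332 ± 31.4 CPM (SD, n = 5, log2 fold change 10.00, standard error 0.130, adjusted p = 6.68e-20), and Atp2a2, a calcium pump of the sarcoplasmic reticulum, rose 2.66-fold to 1337 ± 290.2 CPM (adjusted p = 1.16e-06). Asph fell by 0.15 on the log2 scale (adjusted p = 0.00933), and did not pass the test among genes with at least 5 CPM in at least 5 libraries (adjusted p = 0.0539). The list was over-represented among the higher genes (odds ratio 40.6, adjusted p = 4.14e-09 by a one-sided Fisher's exact test; camera, adjusted p = 3.88e-33, and adjusted p = 0.0315 with an estimated correlation). Of 18 myogenic regulators and fusion genes, 12 were higher and 3, Myf5, Kirrel and Myof, were lower (also 12 higher and 3 lower adjusted over the list alone). Cav3, the muscle caveolin, rose from 0.0621 ± 0.0639 to 45.7 ± 2.41 CPM, from 6 counts before differentiation. Myod1, which sets the myogenic fate, rose 1.42-fold from 119.6 ± 6.77 to 169.8 ± 17.4 CPM (log2 fold change 0.51, standard error 0.0648, adjusted p = 1.11e-06), Myf6 rose 2.88-fold to 1.07 CPM (adjusted p = 0.000701), and Myf5 fell 2.01-fold from 30.9 ± 1.79 to 15.4 ± 1.13 CPM (adjusted p = 8.62e-10). Myof, myoferlin, fell 1.31-fold (adjusted p = 5.86e-07). The list passed camera (adjusted p = 6.38e-11, and adjusted p = 0.0279 with an estimated correlation) and had an odds ratio 2.99, adjusted p = 0.0767 in Fisher's exact test, which it passed with DESeq2 (odds ratio 4.07, adjusted p = 0.0135), with no filter on low counts (odds ratio 4.98, adjusted p = 0.00351) and at a threshold of over 1 log2 (odds ratio 4.53, adjusted p = 0.0154). Of 11 regulators of muscle splicing, 7 were higher and 3, Celf4, Mbnl3 and Mbnl2, were lower (also 7 higher and 3 lower adjusted over the list alone). Rbm24 rose 400-fold to 178 ± 13.1 CPM (adjusted p = 3.82e-18), Rbfox2 rose 1.65-fold and Celf4 fell 19.5-fold (adjusted p = 2.39e-11 and 2.62e-14). As a group they had a camera adjusted p = 0.0224, and adjusted p = 0.119 with an estimated correlation, and adjusted p = 0.139 with limma-voom. Of the genes that Table 1 prints for muscle cell differentiation, 49 were tested and 49 were higher, but the study chose them on these samples, so this is not independent evidence.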

As expected, most of these upregulated BPs were related to skeletal muscle development and maturation, including muscle cell differentiation, muscle system process, striated muscle cell differentiation, muscle contraction, and muscle tissue development (Figure 2A). Interestingly, four of the top upregulated BPs were related to autophagy (Figure 2A, Table 1). 

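More autophagy genes were higher than lower on day 6, and most of the higher ones changed by less than 1 log2. Of 23 genes of autophagosome formation, 20 were higher and 0 lower (also 20 higher and 0 lower adjusted over the list alone), and 4 of them, Zfyve1, Atg13, Wipi1 and Atg9a, rose by more than 1 log2. Zfyve1, a marker of the membranes from which autophagosomes arise (chromosome 12 of mm10 from 83546941 to 83597147), rose from 27.0 ± 1.89 to 67.6 ± 3.77 CPM (SD, n = 5, log2 fold change 1.32, standard error 0.0636, adjusted p = 1.27e-12), and Vmp1, the most abundant member, rose 1.52-fold from 133 ± 6.32 to 202 ± 13.6 CPM (log2 fold change 0.61, standard error 0.0540, adjusted p = 8.87e-09). No member was lower in edgeR at an unadjusted p under 0.05 either (0 genes), or with DESeq2 (0 genes), and 1 was lower without replicate 1 or 3 before differentiation or replicate 3 of day 6. Of 21 autophagy receptors and mitophagy genes, 15 were higher and 3, Phb2, Nufip1 and Ncoa4, were lower (also 15 higher and 3 lower adjusted over the list alone). Park2, the ubiquitin ligase parkin that marks damaged mitochondria, had no count before differentiation and 232 on day 6, at least 82.4-fold higher with 3 counts over the group as the floor (adjusted p = 1.53e-08), and Phb2, a receptor of the inner mitochondrial membrane, fell 1.87-fold (adjusted p = 1.37e-10). Sqstm1, which encodes the receptor p62 and is the most abundant of them, stood at 646 ± 26.4 CPM before differentiation and 639 ± 47.0 CPM on day 6 (log2 fold change -0.02, adjusted p = 0.773). Of 16 genes of autophagosome-lysosome fusion, 11 were higher and 2, Vamp8 and Vps16, were lower (also 11 higher and 2 lower adjusted over the list alone). Fyco1, which links autophagosomes to kinesin, rose 3.16-fold from 42.5 ± 3.95 to 134 ± 2.62 CPM (log2 fold change 1.66, standard error 0.0599, adjusted p = 2.15e-14), Vamp8 fell 1.48-fold (adjusted p = 7.14e-06), and Rab7 had a log2 fold change of -0.07 (adjusted p = 0.159). Taking these 3 lists with that of ATG8 conjugation, 55 of 76 genes were higher and 6 lower, an odds ratio of 3.94 among the higher genes (p = 1.1e-08 by a one-sided Fisher's exact test against the genes tested). List by list, over-representation had an odds ratio 9.99, adjusted p = 3.30e-05 for autophagosome formation, an odds ratio 3.74, adjusted p = 0.0164 for the receptors and an odds ratio 3.29, adjusted p = 0.075 for fusion. The camera test gave adjusted p = 0.0104, 0.0125 and 0.0649 for the 3 lists in that order, and adjusted p = 0.119, 0.0704 and 0.146 with an estimated correlation. Counting only genes that rose by more than 1 log2, autophagosome formation had an odds ratio of 0.952, the receptors one of 1.81 and fusion one of 1.51. Fusion passed Fisher's exact test with DESeq2 (odds ratio 4.48, adjusted p = 0.0135) and with no filter on low counts (odds ratio 5.48, adjusted p = 0.00354), and camera with limma-voom (adjusted p = 0.0151) and with no filter (adjusted p = 0.0152). Of the genes that Table 1 prints for autophagy, 45 were tested and 44 were higher, but the study chose them on these samples, so this is not independent evidence of their direction.

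**Figure D2:**
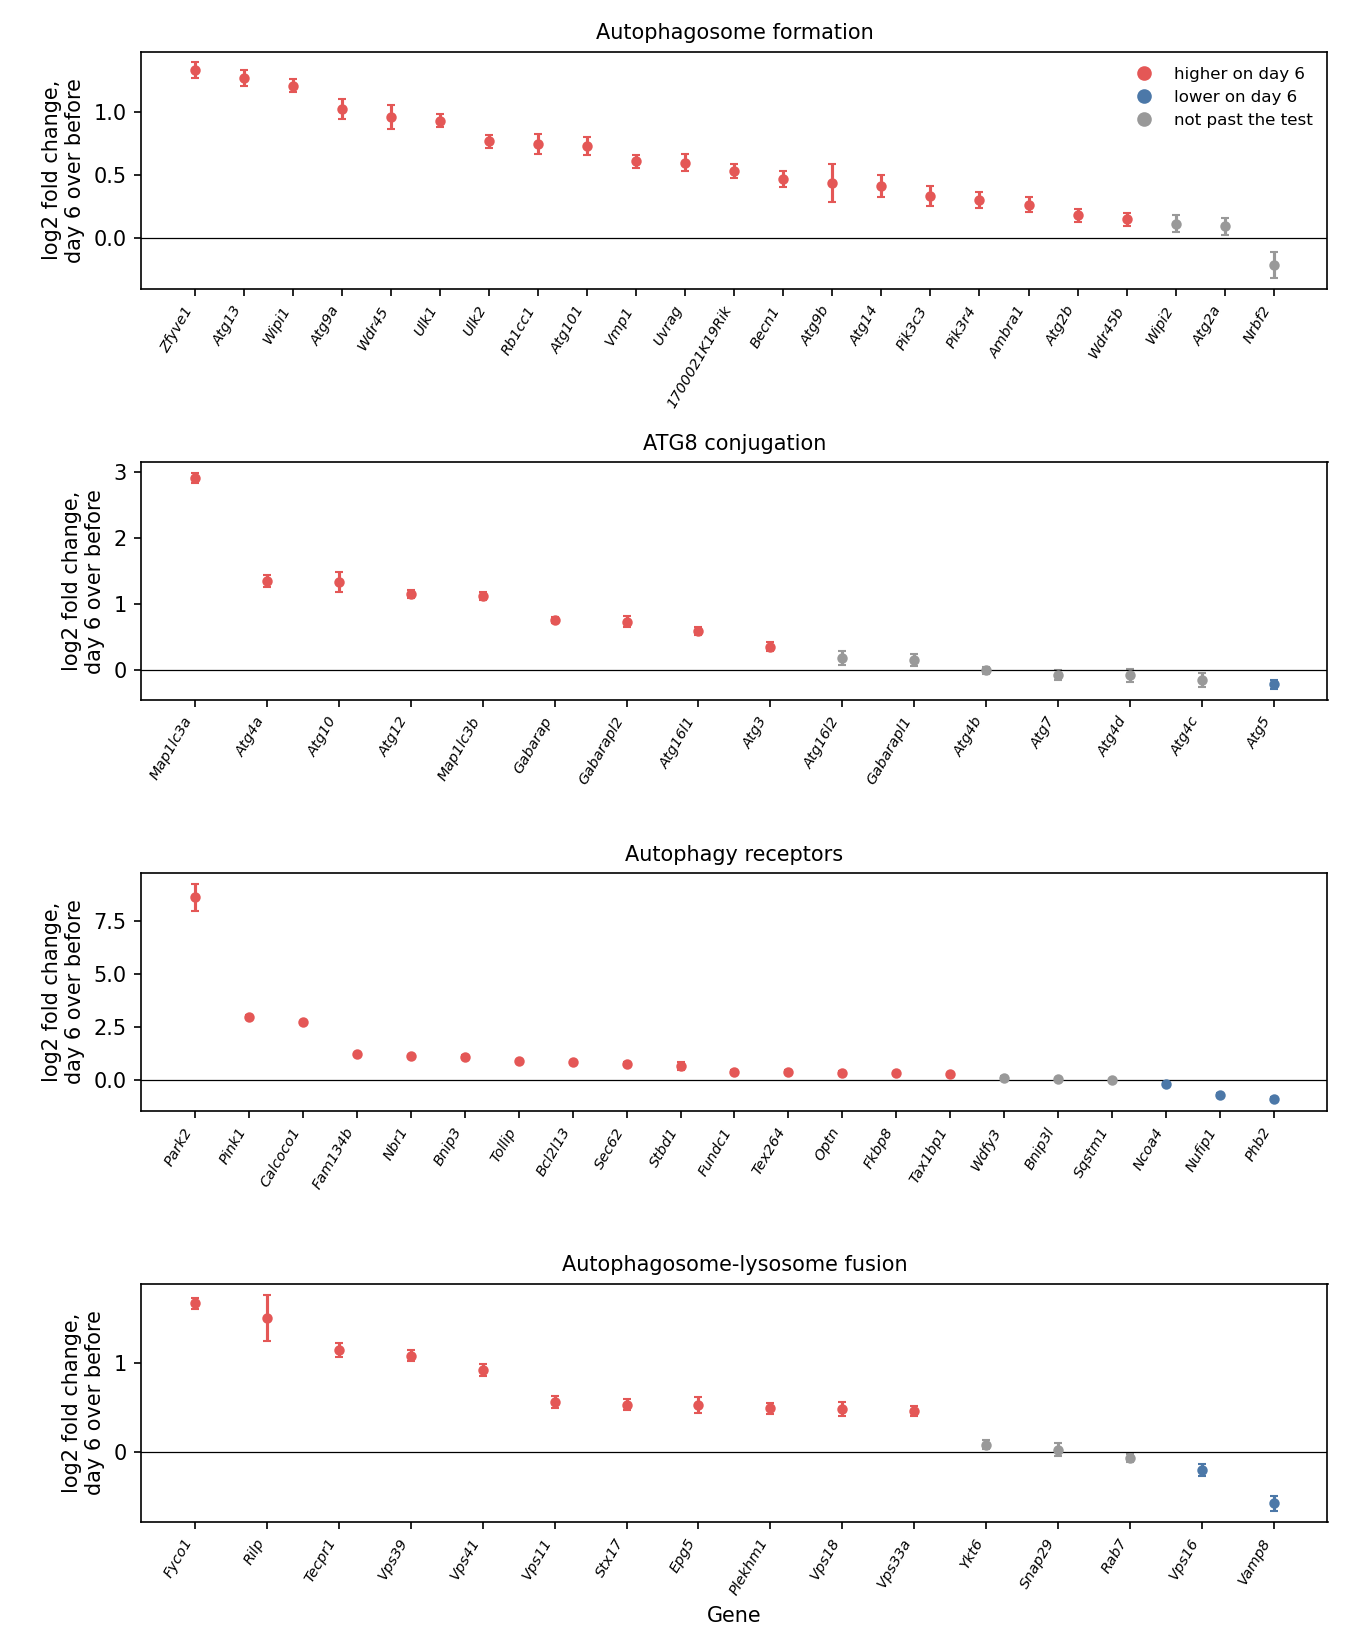
Log2 fold change, day 6 over before differentiation, of each tested gene of 4 autophagy lists, with its standard error as a bar; red genes were higher, blue genes lower, and grey genes did not pass the test. Park2 had no count before differentiation, so its point is a fitted value and no measured fold; 55 of the 76 genes are red and 6 are blue.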

Similar to the BPs, most of the top upregulated CCs during myogenic differentiation in C2C12 cells were related to skeletal muscle structures, such as sarcomeres, I-bands, and Z-discs (Figure 2A). 

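The sarcomere genes rose almost without exception: of 57 tested, 55 were higher on day 6 and 1, Tpm3, was lower (also 55 higher and 1 lower adjusted over the list alone). Ttn encodes titin, the spring that spans the sarcomere from Z-disc to M-line, and lies on chromosome 2 of mm10 from 76703980 to 76982547. It rose 58.3-fold, from 82.0 ± 22.4 to 4790.0 ± 306 CPM (SD, n = 5), the highest level of the list (log2 fold change 5.87, standard error 0.216, adjusted p = 2.70e-09). Tpm3, a tropomyosin present in many cell types, fell 1.66-fold from 592 ± 13.5 to 357 ± 48.8 CPM (log2 fold change -0.73, standard error 0.0733, adjusted p = 9.93e-08). Among Z-disc and I-band genes, Actn2, Tcap, Myot, Csrp3 and Neb had log2 fold changes of 9.50, 9.17, 8.31, 8.91 and 9.07. The median log2 fold change of the list was 8.31, or 8.25 with its 3 genes that had no count before differentiation set at their lower bound. The mean log2 CPM of the list was 1.42 to 1.60 in the libraries before differentiation and 8.15, 8.20, 7.85, 7.88 and 7.78 in replicates 1 to 5 of day 6. The list was over-represented among the higher genes (odds ratio 41.5, adjusted p = 1.93e-18 by a one-sided Fisher's exact test), and its camera test gave an adjusted p = 1.04e-62, and adjusted p = 0.0225 with an estimated correlation.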

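Lysosomal genes rose on day 6, again mostly by less than 1 log2. Of 51 genes of lysosomal proteins, 43 were higher and 4, Gusb, Man2b1, Hgsnat and Npc2, were lower (also 43 higher and 4 lower adjusted over the list alone), with a median log2 fold change of 0.86. Cd63, a membrane protein of late endosomes and lysosomes and the most abundant of the list, rose 1.22-fold from 943 ± 31.5 to 1148 ± 53.9 CPM (SD, n = 5, log2 fold change 0.28, standard error 0.0471, adjusted p = 2.52e-05). Ctsc, the protease cathepsin C, had the largest increase, from 4 counts over the libraries before differentiation to 240 on day 6 (adjusted p = 1.98e-07), and Ctsd, Lamp1 and Lamp2 had log2 fold changes of 1.35, 0.94 and 1.10. Gusb, a beta-glucuronidase, fell 1.62-fold (adjusted p = 1.64e-08). The V-ATPase acidifies lysosomes, and of its 18 subunit genes 17 were higher and 0 lower (also 17 higher and 0 lower adjusted over the list alone, and 0 lower with edgeR at an unadjusted p under 0.05 or with DESeq2). Atp6v0e did not pass the edgeR test. Atp6v1g1 (chromosome 4 of mm10 from 63544772 to 63550750) rose from 182 ± 11.9 to 343 ± 29.1 CPM (log2 fold change 0.91, standard error 0.0613, adjusted p = 1.59e-10), and Atp6v0e2 rose 4.61-fold to 15.8 ± 3.59 CPM (adjusted p = 7.97e-10). Both lists were over-represented among the higher genes (lysosomal proteins, odds ratio 8.09, adjusted p = 1.42e-09; V-ATPase, odds ratio 25.5, adjusted p = 1.47e-05 by a one-sided Fisher's exact test), the V-ATPase no longer at a threshold of over 1 log2 (odds ratio 2.26, adjusted p = 0.364). The camera test gave adjusted p = 5.53e-06, and adjusted p = 0.313 with an estimated correlation for lysosomal proteins, and adjusted p = 0.000913, and adjusted p = 0.119 with an estimated correlation for the V-ATPase.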

Two of the top upregulated CCs were related to organelles that are involved in protein degradation, namely, lysosomes and lytic vacuoles (Figure 2A). The top upregulated MFs during myogenic differentiation in C2C12 cells included actin binding, motor activity, and calmodulin binding, which are all known as functions of mature skeletal muscle [48,49]. It is also interesting to note that small GTPase binding, Ras GTPase binding, coenzyme binding, Rab GTPase binding, protein serine/threonine kinase activity, and enzyme activator activity were among the MFs upregulated during myogenic differentiation in C2C12 cells (Figure 2A).

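The lists of actin-binding proteins, unconventional myosins, kinesins and calmodulin-binding enzymes were written from general knowledge and are not the paper's GO terms. Actin-binding proteins moved in both directions. Of 37 tested, 13 were higher and 19 lower (also 13 higher and 19 lower adjusted over the list alone). Dmd, dystrophin, rose from 3 counts over the libraries before differentiation to 1101 on day 6, a ratio of 385 with a 95% counting interval of 131 to 1870 (adjusted p = 4.57e-14). Anln, anillin of the cleavage furrow, fell 12.3-fold from 471 ± 14.7 to 38.2 ± 6.33 CPM (SD, n = 5, log2 fold change -3.62, standard error 0.0958, adjusted p = 5.67e-14), and Cfl1, Pfn1 and Flna had log2 fold changes of -1.94, -1.29 and -1.57. Plec, plectin, the most abundant, had a log2 fold change of -0.02 (adjusted p = 0.808). Muscle genes counted with the sarcomere, such as Actn2 and Neb, are not among the genes of this list. This list, which is not the GO term, did not pass a one-sided Fisher's exact test in either direction with edgeR (higher, odds ratio 0.809, adjusted p = 1; lower, odds ratio 1.6, adjusted p = 0.292), but was over-represented among the lower genes with DESeq2 (odds ratio 2.39, adjusted p = 0.0217), with no filter on low counts (odds ratio 2.94, adjusted p = 0.00354) and at a threshold of over 1 log2 (odds ratio 2.79, adjusted p = 0.0335). Of 16 unconventional myosins, 10 were higher and 5 were lower (also 10 higher and 5 lower adjusted over the list alone; 3 lower without replicate 4 before differentiation), with an odds ratio 2.49, adjusted p = 0.199 among the higher genes by a one-sided Fisher's exact test. Myo18b, a myosin of the sarcomere, rose 58.6-fold to 60.7 ± 2.82 CPM (log2 fold change 5.87, standard error 0.108, adjusted p = 2.66e-18), and Myo10 rose 1.83-fold (adjusted p = 2.79e-10). Of 35 kinesins, 15 were higher and 17 lower (also 15 higher and 17 lower adjusted over the list alone). Kif23, a kinesin of cytokinesis, fell 19.9-fold (adjusted p = 2.78e-14), while Kif26b and Kif1c rose 8.22-fold and 1.84-fold (adjusted p = 3.69e-11 and 4.17e-12). Their camera test gave adjusted p = 0.000587, and adjusted p = 0.127 with an estimated correlation, towards lower, while their over-representation among the lower genes had an odds ratio 1.43, adjusted p = 0.455 by Fisher's exact test. They passed the latter with no filter on low counts (odds ratio 2.17, adjusted p = 0.0395) and at over 1 log2 (odds ratio 4.37, adjusted p = 0.000564), and had adjusted p = 0.343 for camera with limma-voom. Of 19 calmodulin-binding enzymes, 14 were higher and 3, Camk1d, Atp2b4 and Atp2b1, were lower (also 14 higher and 3 lower adjusted over the list alone; odds ratio 4.19, adjusted p = 0.0148 by a one-sided Fisher's exact test, and odds ratio 3.29, adjusted p = 0.0711 at over 1 log2; camera, adjusted p = 0.0104, and adjusted p = 0.163 with an estimated correlation). Camk2a, a calmodulin-dependent kinase, rose 87.2-fold from 1.52 ± 0.663 to 135 ± 11.7 CPM (adjusted p = 1.13e-12), Camk1d fell 7.13-fold, and the calcium pump Atp2b1, the most abundant, fell 1.26-fold (adjusted p = 4.52e-13 and 1.43e-06).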

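More regulators of small GTPases rose than fell. Of 84 guanine nucleotide exchange factors and GTPase-activating proteins tested, 47 were higher on day 6 and 26 lower (also 47 higher and 26 lower adjusted over the list alone), with a median log2 fold change of 0.20. Arhgef6, an exchange factor for Rac and Cdc42, rose 39.8-fold from 0.179 ± 0.153 to 7.25 ± 0.534 CPM (SD, n = 5, log2 fold change 5.32, standard error 0.309, adjusted p = 2.04e-11). Arhgef2, the most abundant (chromosome 3 of mm10 from 88607454 to 88648052), rose 2.36-fold from 289 ± 6.08 to 684 ± 73.2 CPM (log2 fold change 1.24, standard error 0.0630, adjusted p = 2.88e-12), and Arhgef39 fell 10.5-fold (adjusted p = 6.72e-11). Among 38 Rab GTPases, 20 were higher and 10 lower (also 20 higher and 10 lower adjusted over the list alone). Rab38 rose 4.03-fold, at 1.33 CPM on day 6, and Rab27a fell 1.93-fold to 0.619 CPM (adjusted p = 0.00058 and 0.0121). The regulators were over-represented among the higher genes (odds ratio 1.91, adjusted p = 0.0115 by a one-sided Fisher's exact test), but not at a threshold of over 1 log2 (odds ratio 1.06, adjusted p = 1), and had an odds ratio of 1.44 and adjusted p = 0.204 without replicates 2 and 3 before differentiation, where Yam1 took the largest shares of the counts. The Rab GTPases did not pass (odds ratio 1.66, adjusted p = 0.26), but did with no filter on low counts (odds ratio 2.49, adjusted p = 0.0114). The paper's terms are for binding of small, Ras and Rab GTPases. Neither list is one of those terms, and the terms themselves were not tested. The camera test gave adjusted p = 0.312, and adjusted p = 0.537 with an estimated correlation for the regulators, and adjusted p = 0.348, and adjusted p = 0.694 with an estimated correlation for the Rab GTPases.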

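The machinery that copies DNA fell almost as a whole on day 6: of 49 genes of DNA replication, 48 were lower and 1, Orc3, was higher (also 1 higher and 48 lower adjusted over the list alone), with a median log2 fold change of -2.77. Top2a, the topoisomerase that untangles replicated DNA, lies on chromosome 11 of mm10 from 98992943 to 99024189 and fell 16.8-fold, from 735 ± 22.5 to 43.9 ± 6.35 CPM (SD, n = 5, log2 fold change -4.07, standard error 0.0844, adjusted p = 1.64e-16). Mcm3 and Mcm5, subunits of the replicative helicase, had log2 fold changes of -3.84 and -4.23, and Orc3 rose 1.21-fold (adjusted p = 0.000838). Of 28 genes of DNA repair, 25 were lower and 1, Prkdc, was higher (2 higher and 25 lower adjusted over the list alone; 2 higher without replicate 1 before differentiation or replicate 2 of day 6). Exo1, an exonuclease of mismatch and recombination repair, fell 33.9-fold from 37.4 ± 3.28 to 1.07 ± 0.536 CPM (log2 fold change -5.08, standard error 0.180, adjusted p = 1.53e-13), Parp1 fell 2.15-fold, and Prkdc, the kinase of end joining, rose 1.42-fold (adjusted p = 4.80e-11 and 0.000173). Of 68 spliceosome and splicing factor genes, 66 were lower and 1, Srsf5, was higher (also 1 higher and 66 lower adjusted over the list alone; 2 higher without replicate 1, 2 or 5 of day 6). Hnrnpa1, an abundant pre-mRNA binding protein (chromosome 15 of mm10 from 103240432 to 103244955), fell 4.64-fold from 1236 ± 49.0 to 266 ± 17.2 CPM (log2 fold change -2.21, standard error 0.0539, adjusted p = 1.02e-16), Lsm2 fell 4.9-fold and Srsf5 rose 1.37-fold (adjusted p = 4.91e-14 and 2.20e-07). These 3 lists were over-represented among the lower genes, with an odds ratio 73.5, adjusted p = 3.09e-17 for DNA replication, an odds ratio 12.7, adjusted p = 7.38e-07 for DNA repair and an odds ratio 50.6, adjusted p = 7.84e-23 for splicing by one-sided Fisher's exact tests. Camera gave adjusted p = 4.44e-26, 7.61e-11 and 1.37e-17 in that order, and adjusted p = 0.0279, 0.0223 and 0.0211 with an estimated correlation.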

GO analyses of genes downregulated during myogenic differentiation in C2C12 cells indicated that many of them were associated with BPs, CCs, and MFs related to DNA replication and RNA processing (Supplementary Table S4). Examples of the top downregulated BPs during myogenic differentiation in C2C12 cells were ribonucleoprotein complex biogenesis and DNA replication; examples of top downregulated CCs were ribosomes and chromosomal regions; and examples of top downregulated MFs were mRNA binding and helicase activity (Figure 2B, Table 2).

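Genes that build the ribosome fell together. Of 79 genes of ribosome biogenesis, 76 were lower on day 6 and 0 higher (also 0 higher and 76 lower adjusted over the list alone), with a median log2 fold change of -0.99. Nop10, Rrp12 and Imp3 did not pass the edgeR test. At an unadjusted p under 0.05 edgeR gave 0 higher genes, as did DESeq2, and 1 gene was higher without replicate 5 before differentiation or replicate 1 or 2 of day 6. Ncl, nucleolin, lies on chromosome 1 of mm10 from 86344719 to 86359400 and fell 3.35-fold from 1438 ± 71.2 to 429 ± 28.2 CPM (SD, n = 5, log2 fold change -1.75, standard error 0.0551, adjusted p = 3.27e-15), and Lyar had the largest decrease, 5.4-fold (adjusted p = 6.04e-16). All 78 genes of cytosolic ribosomal proteins tested were lower (also 0 higher and 78 lower adjusted over the list alone), with a median log2 fold change of -0.83. They were also lower with each of the 3 other ways of scaling the libraries, and edgeR at an unadjusted p under 0.05 and DESeq2 gave 0 higher genes among them. Rplp0, of the ribosomal stalk, fell 2.39-fold from 2428 ± 73.3 to 1016 ± 39.6 CPM (log2 fold change -1.26, standard error 0.0464, adjusted p = 2.98e-14). Processed pseudogenes of ribosomal protein genes can take part of their reads, which uniquely mapped reads leave out. Of 75 mitochondrial ribosomal protein genes, 52 were lower and 8 higher (also 8 higher and 52 lower adjusted over the list alone; 5 higher without replicate 3 before differentiation). Mrpl13 fell 1.55-fold, Mrpl12 fell 2.78-fold and Mrps14 rose 1.33-fold (adjusted p = 3.16e-08, 2.65e-09 and 0.000304). With edgeR, all 3 lists were over-represented among the lower genes by one-sided Fisher's exact tests, with adjusted p = 2.24e-25 (odds ratio 39) for biogenesis, adjusted p = 3.85e-30 (odds ratio 242 with 0.5 added to each cell, as none was left uncalled) for the cytosolic proteins and adjusted p = 1.63e-06 (odds ratio 3.46) for the mitochondrial ones. At a threshold of over 1 log2 the cytosolic list was not (odds ratio 1.05, adjusted p = 1) and the mitochondrial list lay on the other side of 1 (odds ratio 0.325, adjusted p = 1). In the camera test they had adjusted p = 8.71e-16, 3.28e-10 and 0.0359, and adjusted p = 0.0225, 0.264 and 0.388 with an estimated correlation. The mitochondrial list had adjusted p = 0.083 for camera among genes with at least 5 CPM in at least 5 libraries. Of the genes that Table 2 prints, 50 of 50 tested for ribonucleoprotein complex biogenesis and 49 of 49 for mRNA processing were lower, but the study chose them on these samples, so this is not independent evidence.

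**Figure D3:**
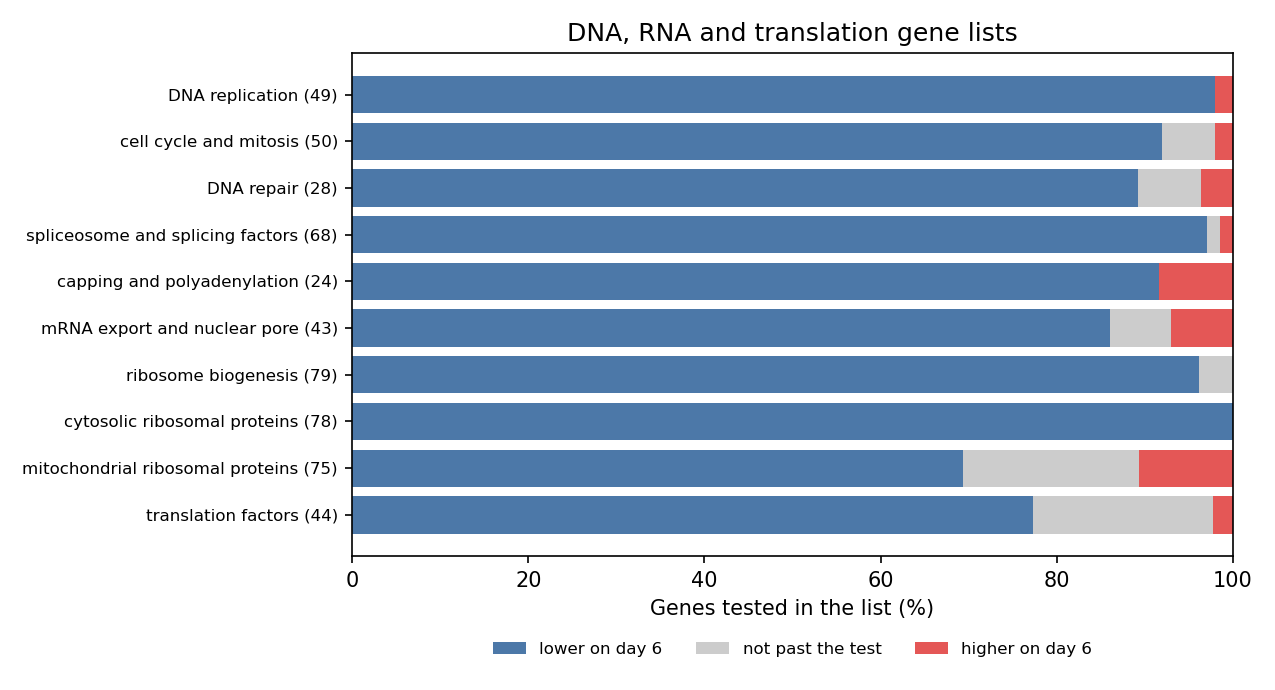
Share of the tested genes of 10 lists that were lower (blue), higher (red) or not past the test (grey) on day 6, in percent, with the number of genes tested in brackets. All 78 cytosolic ribosomal protein genes and 48 of 49 genes of DNA replication are lower, against 52 of 75 mitochondrial ribosomal protein genes.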

### 3.3. Myoblast Differentiation Was Associated with Increased Conversion of LC3-I to LC3-II

LC3 protein, encoded by the microtubule-associated proteins 1A/1B light chain 3B (*Map1lc3b*) gene, is the most widely used marker of autophagy [50]. During autophagy, the cytosolic LC3 protein LC3-I is conjugated to phosphatidylethanolamine to form the autophagosomal membrane protein LC3-II [51]. Western blot analyses (Figure 3A) showed that the protein expression ratio of LC3-II to LC3-I in C2C12 cells increased rapidly from the day before induction of differentiation (day 0 in the figure) to day 1 of differentiation and remained high on day 2 and day 4 of differentiation (Figure 3B). These changes indicated that the autophagic flux increased in C2C12 cells during myogenic differentiation, confirming what was revealed by the RNA-seq analysis described above.

### 3.4. Inhibition of Autophagy Reduced the Number, Length, and Size of Myotubes Formed during Myoblast Differentiation

To determine the role of increased autophagy in myoblast differentiation, we induced C2C12 cells to differentiate in the presence of chloroquine (CQ), a widely used inhibitor of autophagic flux that inhibits autophagy by blocking the fusion of autophagosomes with lysosomes [32]. We first performed Western blot analyses to determine whether CQ is effective in inhibiting autophagy in C2C12 cells. As shown in Figure 4A,B, the ratios of LC3-II to LC3-I in C2C12 cells treated with CQ were significantly higher than those in control C2C12 cells on days 1, 2, and 4 of myogenic differentiation. These increases confirmed the effectiveness of CQ in blocking autophagosome–lysosome fusion and hence the degradation of LC3-II protein by the lysosomal hydrolases. These Western blot analyses also confirmed the increases in the generation of LC3-II in C2C12 cells during myogenic differentiation (Figure 4A).

Based on the morphology, multinucleated myotubes began to form in C2C12 cells two days after the initiation of myogenic differentiation, and multinucleated myotubes could be easily observed by day 4 of differentiation (Figure 5A). C2C12 cells treated with CQ appeared to form fewer and smaller myotubes than untreated C2C12 cells on the same day of differentiation (Figure 5A). The higher concentration (20 μM) of CQ apparently caused greater decreases in the number and size of formed myotubes than the lower concentration (10 μM) of CQ; myotubes were barely seen in C2C12 cells treated with 20 μM CQ on day 4 of differentiation (Figure 5A). Interestingly, at high magnification, “dark rings” around the nuclei could be observed in CQ-treated C2C12 cells (Figure 5A). These “dark rings” were probably formed by autophagosomes which accumulated due to their blocked fusion with lysosomes and hence their blocked degradation by lysosomal enzymes.

To more clearly show the morphological differences between CQ-treated and control C2C12 cells, we stained the myosin heavy-chain proteins and nuclei in C2C12 cells on day 4 of differentiation and quantified the number of nuclei fused into myotubes and the lengths and areas of myotubes. As shown in Figure 5B, myotubes in CQ-treated C2C12 cells were clearly fewer and smaller than in control C2C12 cells, and these differences were more obvious with the higher concentrations of CQ. The average fusion indexes of C2C12 cells treated with 10 μM and 20 μM CQ were approximately 30% and 60%, respectively, lower than that of control C2C12 cells (*p* < 0.05, Figure 5C). The average lengths of myotubes formed from C2C12 cells treated with 10 μM and 20 μM CQ were approximately 31% and 43%, respectively, shorter than that of myotubes formed from control C2C12 cells (*p* < 0.05, Figure 5C). The average areas of myotubes formed from C2C12 cells treated with 10 μM and 20 μM CQ were 40% and 50%, respectively, smaller than that of myotubes formed from control C2C12 cells (*p* < 0.05, Figure 5C).

### 3.5. Inhibition of Autophagy Reduced the Expression of Muscle-Specific Genes during Myoblast Differentiation

To further determine the effect of the inhibition of autophagy on myoblast differentiation, we quantified the expression levels of several skeletal-muscle-specific genes in CQ-treated and control C2C12 cells on day 4 of myogenic differentiation. These genes included *Myh1*, *Myh3*, *Tnnt3*, *Mb*, *Ckm*, *Myog*, and *Mymk,* which encode either structural or functional components of skeletal muscle (*Myh1*, *Myh3*, *Tnnt3*, *Mb*, and *Ckm*) or are master regulators of myoblast terminal differentiation and fusion (*Myog* and *Mymk*) [44]. As shown in Figure 6A, the expression of most of these genes was inhibited in C2C12 cells treated with 10 μM CQ, and the expression of all of these genes was inhibited in C2C12 myoblasts treated with 20 μM CQ compared with their expression in untreated C2C12 cells.

We also confirmed the effect of the inhibition of autophagy on the expression of myogenin at the protein level. As expected, myogenin protein expression in untreated C2C12 cells was significantly higher on days 1, 2, and 4 of differentiation than on the day before the induction of differentiation (Figure 6B,C). Compared to the control, CQ significantly reduced myogenin protein expression in C2C12 cells on days 1 and 2 of differentiation (Figure 6D).

## 4. Discussion

In this study, we first compared the gene expression profiles between undifferentiated and differentiating C2C12 myoblasts. Our RNA-seq analysis revealed that the expression of many skeletal-muscle-specific genes increased while the expression of many genes involved in the cell cycle decreased during myoblast differentiation. These results were consistent with those of earlier microarray-based gene expression profiles for C2C12 cells [52,53,54], indicating that myoblast differentiation involves a shift in gene expression from genes functioning in cell proliferation to genes functioning in skeletal muscle buildup and contraction. Our RNA-seq analysis revealed that many genes functioning in mRNA processing, ribonucleoprotein complex biogenesis, and ribosomes were downregulated during myogenic differentiation in C2C12 cells. This result suggests that myoblast differentiation is associated with delayed processing (i.e., capping, polyadenylation, and splicing) of newly synthesized mRNA (i.e., pre-mRNA) in the nucleus, delayed export of processed mRNA from the nucleus to the cytoplasm, and delayed translation of exported mRNA in the cytoplasm. These delays may be meant to reduce loss of mRNAs through membrane pores formed during myoblast fusion [55].

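Messenger RNA processing, export and translation genes were mostly lower on day 6, by smaller amounts than the DNA replication genes. Of 24 genes of capping and polyadenylation, 22 were lower and 2, Rnmt and Cstf2t, were higher (also 2 higher and 22 lower adjusted over the list alone; 1 higher without replicate 5 before differentiation), with a median log2 fold change of -0.61. Papola, a poly(A) polymerase (chromosome 12 of mm10 from 105784694 to 105838944), fell 1.6-fold from 289 ± 7.93 to 181 ± 2.50 CPM (SD, n = 5, log2 fold change -0.68, standard error 0.0415, adjusted p = 4.31e-11), and Cstf2, of the cleavage complex, fell 2.56-fold (adjusted p = 1.63e-13). Rnmt, the cap methyltransferase, rose 1.19-fold (adjusted p = 0.017), but had adjusted p = 0.0543 without replicate 5 before differentiation. Of 43 genes of mRNA export and the nuclear pore, 37 were lower and 3, Nup210, Ddx19b and Ranbp2, were higher (also 3 higher and 37 lower adjusted over the list alone). Aaas, a pore protein, fell 5.81-fold from 92.1 ± 6.14 to 15.8 ± 3.58 CPM (log2 fold change -2.54, standard error 0.125, adjusted p = 3.35e-10). Nup210, a pore membrane protein, rose 33-fold from 18 counts over the libraries before differentiation to 6.72 ± 0.565 CPM (log2 fold change 5.04, standard error 0.237, adjusted p = 9.28e-13), and Ranbp2, the most abundant, rose 1.19-fold (adjusted p = 0.000447). Of 44 translation factors, 34 were lower and 1, Eif4a2, was higher (also 1 higher and 34 lower adjusted over the list alone; 2 higher without replicate 2 of day 6). Eef1a1, the elongation factor with the highest level, fell 1.31-fold from 7781 ± 177 to 5924 ± 301 CPM (log2 fold change -0.39, standard error 0.0490, adjusted p = 7.88e-07), Pabpc1 fell 3.48-fold and Eif4a2 rose 1.9-fold (adjusted p = 3.25e-09 and 2.38e-10). Over-representation among the lower genes had an odds ratio 16.8, adjusted p = 1.48e-06 for capping and polyadenylation, an odds ratio 9.42, adjusted p = 5.14e-09 for export and an odds ratio 5.19, adjusted p = 3.42e-06 for translation by one-sided Fisher's exact tests. Among genes that fell by more than 1 log2, capping and polyadenylation lay on the other side of 1 (odds ratio 0.527, adjusted p = 1) and translation was not over-represented (odds ratio 1.29, adjusted p = 0.849). The camera values were adjusted p = 0.00615, 1.43e-07 and 0.000247, and adjusted p = 0.098, 0.00676 and 0.073 with an estimated correlation.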

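The genes of ATG8 conjugation, which attach LC3 and its relatives to the autophagosome membrane, moved unevenly: of 16 tested, 9 were higher on day 6 and 1, Atg5, was lower (also 9 higher and 1 lower adjusted over the list alone). Map1lc3b, which encodes LC3B, lies on chromosome 8 of mm10 from 121590361 to 121598760 and rose 2.17-fold from 86.1 ± 5.87 to 187 ± 7.33 CPM (SD, n = 5, log2 fold change 1.12, standard error 0.0532, adjusted p = 1.09e-12). Map1lc3a, which encodes LC3A, rose 7.49-fold from 25.2 ± 2.98 to 189 ± 8.51 CPM (log2 fold change 2.90, standard error 0.0714, adjusted p = 1.18e-16). Gabarap and Gabarapl2, of the other branch of the family, rose 1.69-fold and 1.67-fold (adjusted p = 4.61e-11 and 7.96e-08), while Gabarapl1 had a log2 fold change of 0.16 (adjusted p = 0.122), which passed the test at 0.23 without replicate 1 of day 6 (adjusted p = 0.0123) and without replicate 2 (adjusted p = 0.0166). Atg12 rose 2.22-fold and Atg16l1 1.51-fold (adjusted p = 1.31e-12 and 8.32e-08), and their partner Atg5 fell by 0.21 on the log2 scale (adjusted p = 0.0112), with adjusted p = 0.0562 without replicate 2 of day 6, where 0 genes of the list were lower. Atg10 and Atg3, the enzymes of the E2 kind, rose 2.52-fold and 1.28-fold (adjusted p = 1.68e-07 and 5.97e-05), and Atg7, the enzyme of the E1 kind, had a log2 fold change of -0.07 (adjusted p = 0.419). Of the proteases that process ATG8 proteins, Atg4a rose 2.55-fold from 11.4 ± 1.32 to 29.2 ± 1.91 CPM (adjusted p = 1.24e-10), and Atg4b, Atg4c and Atg4d had log2 fold changes of 0.0018, -0.15 and -0.08 (adjusted p = 0.975, 0.202 and 0.49). Atg16l2 had a log2 fold change of 0.18 (adjusted p = 0.126). The list was not over-represented among the higher genes (odds ratio 1.92, adjusted p = 0.405 by a one-sided Fisher's exact test), and its camera test gave an adjusted p = 0.023, and adjusted p = 0.127 with an estimated correlation.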

Our RNA-seq analysis also revealed that many genes involved in autophagy and related functional terms were upregulated during myoblast differentiation. These gene expression changes as well as those involved in ribonucleoprotein complex biogenesis and mRNA processing mentioned above were not identified by earlier microarray-based gene expression analyses [52,53,54], perhaps because many of the genes involved in autophagy, ribonucleoprotein complex biogenesis, and mRNA processing were not included in the microarrays or in the functional analyses performed in these studies, or because microarray-based gene expression analysis is less sensitive than RNA-seq in detecting changes in gene expression, in particular, changes in low-abundance transcripts [56,57,58].

The upregulation of genes functioning in autophagy during myoblast differentiation indicates that autophagy-mediated protein degradation increases during myoblast differentiation. Indeed, we confirmed increased autophagy in C2C12 cells during myogenic differentiation by detecting increased conversion of LC3-I to LC3-II in differentiating C2C12 myoblasts and by detecting increased accumulation of LC3-II in autophagy-blocked differentiating C2C12 myoblasts. 

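Regulators that act upstream of autophagy and the lysosome were mostly higher on day 6, and they include activators and inhibitors of autophagy. Of 40 regulators of mTORC1, AMPK and TFEB tested, 27 were higher and 9 lower (also 27 higher and 9 lower adjusted over the list alone; odds ratio 3.11, adjusted p = 0.00227 by a one-sided Fisher's exact test, and odds ratio 1.31, adjusted p = 0.821 at over 1 log2; camera, adjusted p = 0.0224, and adjusted p = 0.163 with an estimated correlation). Deptor, an inhibitor bound to mTOR, lies on chromosome 15 of mm10 from 55112317 to 55259271 and rose 3.9-fold from 123 ± 7.84 to 480.3 ± 24.2 CPM (SD, n = 5, log2 fold change 1.96, standard error 0.0545, adjusted p = 5.85e-16). Prkag3 and Prkaa2, subunits of AMPK in muscle, rose by log2 fold changes of 8.51 and 3.14, and Tfeb and Foxo3, transcription factors of lysosomal and autophagy genes, by 1.43 and 0.99. Mtor and Rptor, which form the kinase complex that restrains autophagy, rose by 0.60 and 0.85. Ddit4, an inhibitor of mTORC1, fell 2.66-fold from 53.9 ± 7.26 to 20.2 ± 2.54 CPM (log2 fold change -1.41, standard error 0.103, adjusted p = 1.44e-09), and Prkaa1 and Tfe3 had log2 fold changes of -0.33 and -0.76. From the upregulation of autophagy genes as myoblasts differentiate, the paper reasons that degradation of proteins through autophagy increases, and beside this it sets the greater conversion of LC3-I to LC3-II and the accumulation of LC3-II where autophagy was blocked.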

The association of increased autophagy with myoblast differentiation suggests that autophagy might benefit myoblast differentiation. A positive role for autophagy in myoblast differentiation is supported by our results showing that blocking autophagy in C2C12 myoblasts impaired their expression of muscle-specific genes and their fusion into multinucleated myotubes. Our finding that autophagy plays a positive role in myoblast differentiation was consistent with earlier studies using different approaches or different myoblast models [24,25,26,27,28,29]. However, the conclusion that autophagy aids myoblast differentiation seems to contradict the observation that inducing autophagy with the mTOR inhibitor rapamycin inhibited myoblast differentiation in C2C12 cells [59]. One possible reason for this discrepancy is that the target of rapamycin, mTOR, controls not only autophagy but also other processes, such as overall protein synthesis, which is essential for myoblast differentiation [60,61].

Autophagy is a process by which cells maintain hemostasis and survival by delivering organelles and proteins to lysosomes for degradation [62]. There is likely increased generation of damaged, malformed, or unnecessary organelles and proteins during the differentiation and fusion of mononuclear myoblasts into multinucleated myotubes [63]. Therefore, increased autophagy may be one of the means used by myoblasts to clear these organelles and proteins and thereby maintain normal myogenic differentiation. Indeed, this role for autophagy in myoblast differentiation is supported by previous findings that upregulated autophagy is essential for mitochondrial degradation and biogenesis and protection against mitochondrial oxidative stress during myoblast differentiation [64,65].

Myogenin is a master transcriptional regulator of myoblast differentiation [8]. Myogenin binds to and activates the transcription of muscle-specific genes as a heterodimer with E-proteins [66]. However, the DNA-binding and transactivating ability of myogenin is inhibited by a group of proteins called the inhibitor of DNA binding (ID) proteins, which lack basic DNA binding domains [66]. The ubiquitin–proteasome system was previously found to degrade the ID proteins in differentiating myoblasts [67]. We speculate that the autophagy system might also degrade the ID proteins and thereby promote myoblast differentiation. Besides the ID proteins, proteins such as the cyclin-dependent kinases and transformation growth factor beta (TGF-ß) also inhibit myoblast differentiation by keeping myoblasts in the proliferation phase [46,68]. We speculate that the autophagy system could also target and degrade these proteins to promote myoblast differentiation.

## 5. Conclusions

A massive number of genes are upregulated or downregulated during myoblast differentiation. Genes upregulated during myoblast differentiation include those associated with skeletal muscle structure and contraction and autophagy. Genes downregulated during myoblast differentiation include those involved in the cell cycle, ribonucleoprotein complex biogenesis, and mRNA processing. Not only the expression of autophagic genes but autophagic activity are increased during myoblast differentiation. Increased autophagy is confirmed to benefit myoblast differentiation and fusion.

## Figures and Tables

**Figure 1:**
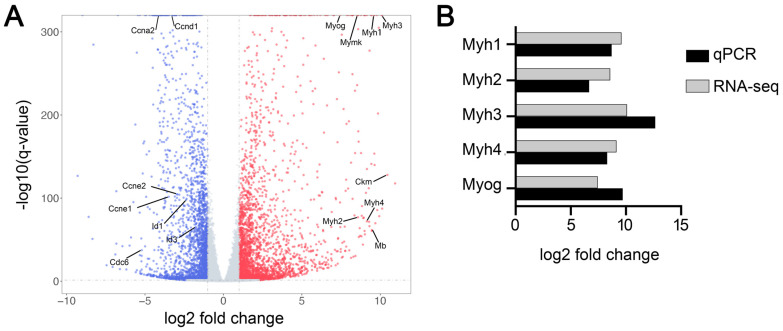
Identification of differentially expressed genes during myoblast differentiation. mRNA transcriptomes in C2C12 cells before (*n* = 5) and 6 days after (*n* = 5) induction of myogenic differentiation were analyzed by RNA-seq. (**A**) The overall distribution of differentially expressed genes (*P*adj < 0.05). Genes upregulated and downregulated on day 6 of differentiation compared to before differentiation are indicated by red and blue dots, respectively. (**B**) Comparison of the fold changes in the expression of selected mRNAs determined by RNA-seq and RT-qPCR.

**Figure 2:**
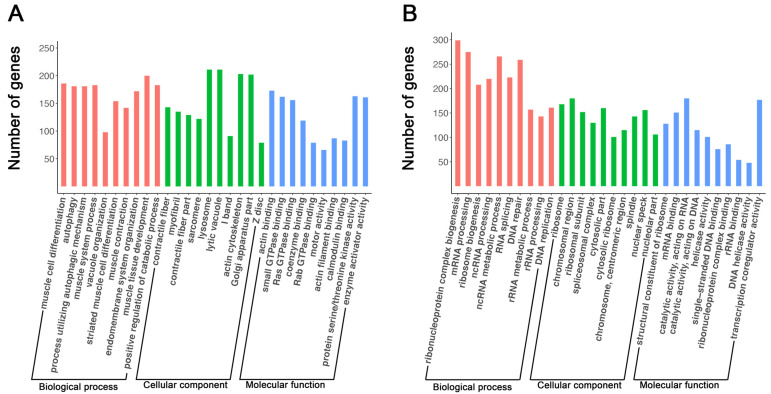
Top 10 biological processes, cellular components, and molecular functions associated with genes upregulated (**A**) and downregulated (**B**) during myoblast differentiation. The *X*-axis indicates the functional terms, and the *Y*-axis indicates the number of genes linked to each functional term. In each functional category, terms are ranked from left to right according to their adjusted *p*-values, with the leftmost term having the smallest *p*-value.

**Figure 3:**
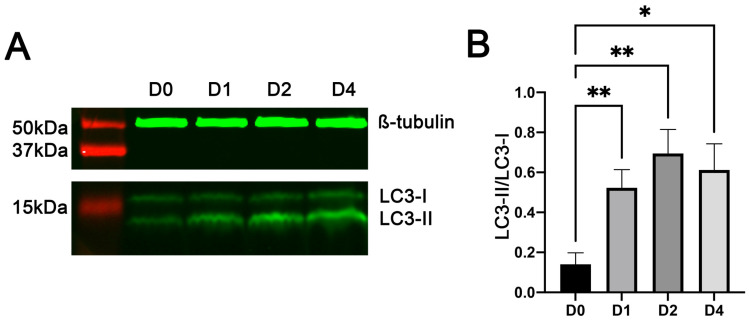
Increased generation and accumulation of LC3-II in C2C12 cells during myogenic differentiation. Total protein lysates from C2C12 cells on day (D) 0 (i.e., before differentiation) and days 1, 2, and 4 of myogenic differentiation were analyzed by Western blotting. (**A**) Representative images of Western blots. (**B**) Average ratios of LC3-II to LC3-I protein. * and ** indicate *p* < 0.05 and <0.002, respectively (*n* = 6), based on Dunnett’s test.

**Figure 4:**
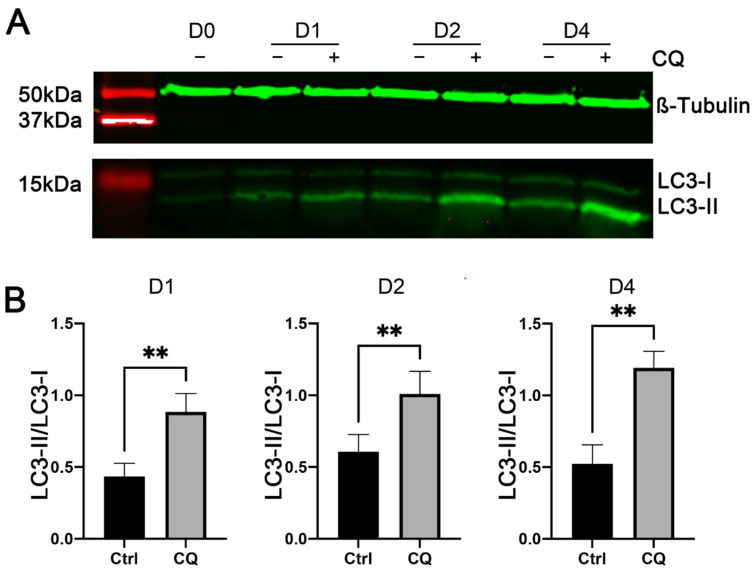
Effects of chloroquine (CQ) on LC3-I and LC3-II protein expression in C2C12 cells during myogenic differentiation. C2C12 cells were cultured in differentiation medium in the presence (+) or absence (−) of 20 μM CQ. Total protein lysates from cells on days 0 (D0, before differentiation), 1 (D1), 2 (D2), and 4 (D4) of differentiation were analyzed by Western blotting, using antibodies specific to LC3 and β-Tubulin (as a loading control). (**A**) Representative images of Western blots. (**B**) Ratio of LC3-II to LC3-I protein. ** indicates *p* < 0.002 (*n* = 5), based on *t*-tests.

**Figure 5:**
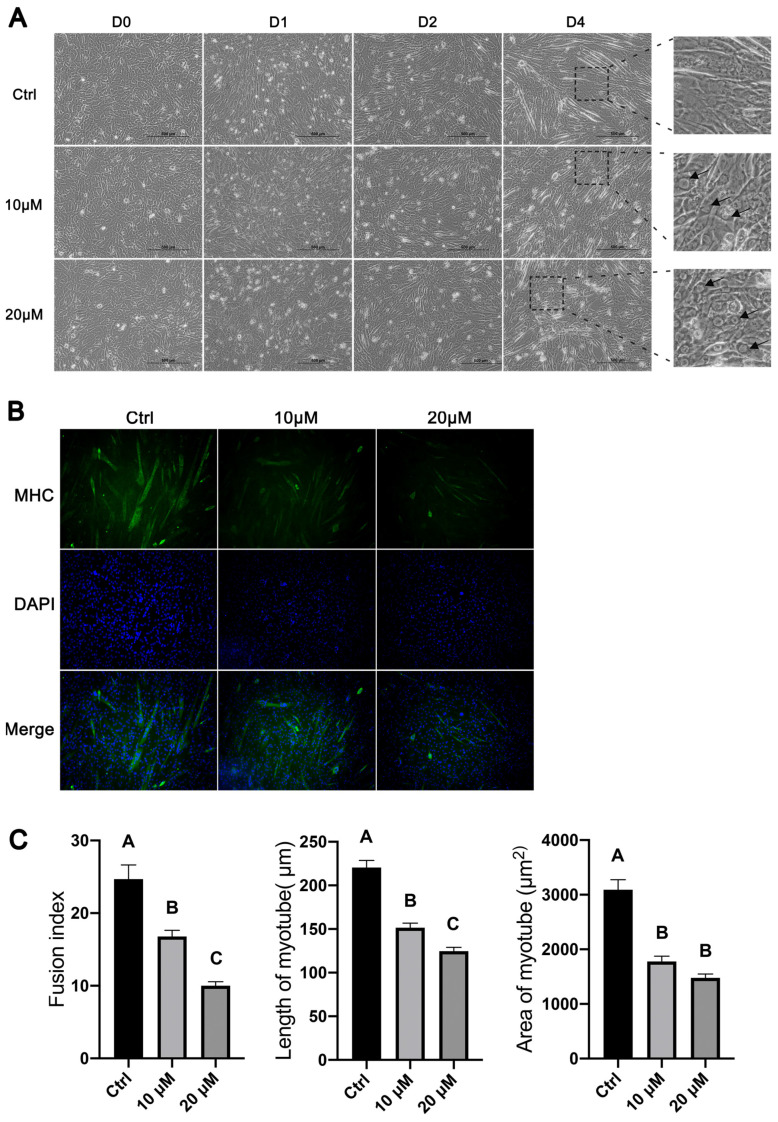
Effects of inhibiting autophagy with chloroquine on the morphological changes in C2C12 cells during myoblast differentiation. C2C12 cells were cultured in differentiation medium in the presence of 10 or 20 μM chloroquine. Control (ctrl) C2C12 cells were cultured in differentiation medium in the absence of chloroquine. (**A**) Representative micrographs of C2C12 cells on days (D) 0, 1, 2, and 4 of differentiation. Arrows point to “dark rings” around the nuclei in CQ-treated cells. (**B**) Representative micrographs of C2C12 cells on day 4 of differentiation. Cells were stained with myosin heavy-chain (MHC) antibody (green) and DAPI (blue). (**C**) Quantification of fusion index and length and area of myotubes. Bars not sharing the same letter labels are different (*p* < 0.05, *n* = 8), based on Tukey’s test.

**Figure 6:**
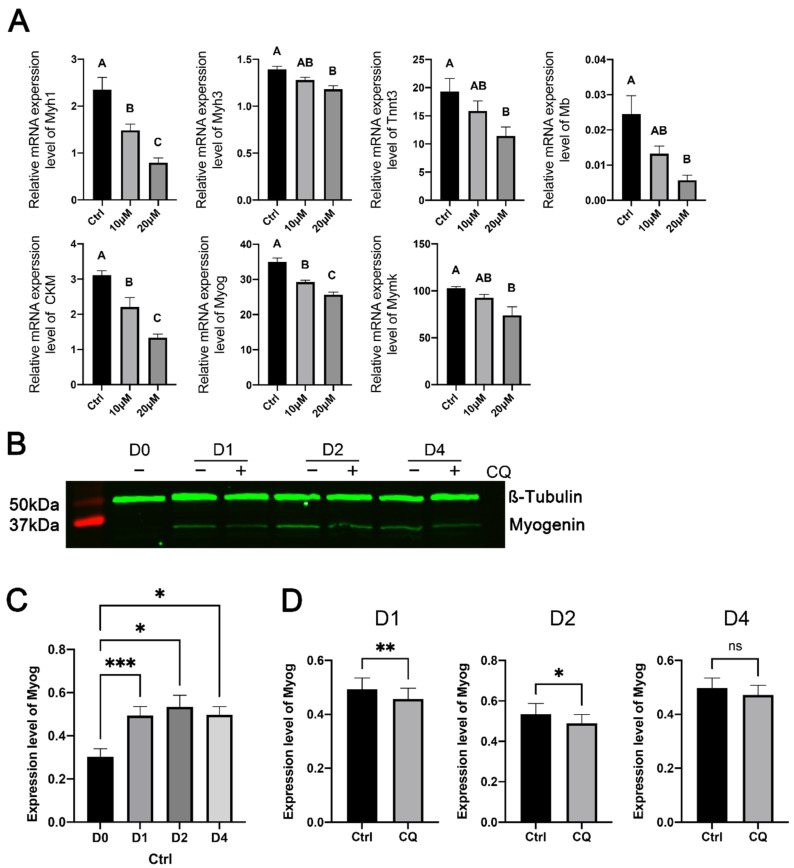
Effects of inhibiting autophagy with chloroquine on the expression of selected muscle-specific genes in C2C12 cells during myogenic differentiation. C2C12 cells were cultured in differentiation medium in the presence of 10 or 20 μM chloroquine for 4 days. Control (ctrl) C2C12 cells were cultured in differentiation medium without chloroquine. (**A**) Relative mRNA expression levels. Bars not sharing the same letter label are different (*p* < 0.05, *n* = 6), based on Tukey’s test. (**B**) Representative Western blots of myogenin. (**C**) Comparison of myogenin protein expression levels in C2C12 cells between day (D) 0 and days 1, 2, and 4 of differentiation. * and *** indicate *p* < 0.05 and 0.01, respectively, based on Dunnett’s test (*n* = 5). (**D**) Comparison of myogenin protein expression levels in C2C12 cells between chloroquine and control. *, ** and ns indicate *p* < 0.05, 0.002 and >0.05, respectively, based on *t*-tests (*n* = 5). Data were log-transformed for normality prior to statistical analysis.

**Table 1:** Two examples of functional terms associated with genes upregulated during myoblast differentiation.

ID	Description	Gene Ratio	*p*-Value	GeneID
GO:0042692	muscle cell differentiation	186/5118	1.28 × 10^−28^	*Pgm5*, *Myl2*, *Cacna1s*, *Lmod2*, *Tnnt3*, *Mybpc2*, *Myoz2*, *Mybpc1*, *Actc1*, *Casq1*, *Trim72*, *Actn2*, *Neb*, *Casq2*, *Myom3*, *Myh6*, *Cav3*, *Ankrd2*, *Csrp3*, *Mypn*, *Tcap*, *Rbm24*, *Klhl41*, *Tnnt1*, *Acta1*, *Myom1*, *Myom2*, *Fbxo40*, *Lmod3*, *Igf2*, *Igf1*, *Dmd*, *Myog*, *Alpk3*, *Ins2*, *Klhl40*, *Ryr1*, *Ankrd23*, *Tmod1*, *Myo18b*, *Ttn*, *Sypl2*, *Mef2c*, *Neu2*, *Smyd1*, *Synpo2l*, *Hopx*, *Nrap*, *Dysf*, *Fgf9*, et al.
GO:0006914	autophagy	181/5118	1.32 × 10^−27^	*Dcn*, *Fez1*, *Mapt*, *Trem2*, *Synpo2*, *Epm2a*, *Bmf*, *Htr2b*, *Casp1*, *Prkaa2*, *Trp53inp2*, *Ifng*, *Pink1*, *Lzts1*, *Map1lc3a*, *Pik3c2b*, *Srpx*, *Rnf152*, *Rasip1*, *Mtm1*, *Tlr2*, *Irgm2*, *Lix1*, *Fbxw7*, *Usp13*, *Snapin*, *Adrb2*, *Fyco1*, *Trp53inp1*, *Stat3*, *Atp6v0a1*, *Nupr1*, *Tfeb*, *Dram2*, *Trib3*, *Nod1*, *A tg4a*, *Ctsd*, *Qsox1*, *Atg10*, *Zfyve1*, *Trim13*, *Atg13*, *Vps13d*, *Flcn*, *Wipi1*, *Nod2*, *Fbxl2*, *Sirt2*, *Hspb8*, et al.

**Table 2:** Two examples of functional terms associated with genes downregulated during myoblast differentiation.

ID	Description	Gene Ratio	*p*-Value	GeneID
GO:0022613	ribonucleoprotein complex biogenesis	299/4657	1.47 × 10^−107^	*Celf4*, *Suv39h1*, *Lyar*, *Exosc8*, *Nop56*, *Lsm2*, *Npm1*, *Lsm3*, *Dkc1*, *Nhp2*, *Fbl*, *Gar1*, *Gemin6*, *Snrpd1*, *Dis3*, *Ppan*, *Ruvbl2*, *Hsp90aa1*, *Nop2*, *Ncl*, *Ran*, *Noc2l*, *Pa2g4*, *Exosc2*, *Xpo1*, *Nop58*, *Rcl1*, *Snrpg*, *Npm3*, *Rrp15*, *Snrpe*, *Rbmxl1*, *Mybbp1a*, *Ddx20*, *Ddx18*, *Rrp9*, *Ruvbl1*, *Ddx21*, *Rrs1*, *Snrpd3*, *Mrto4*, *Utp20*, *Rpsa*, *Eri1*, *Lsm6*, *Gemin5*, *Lsm4*, *Srsf1*, *Wdr43*, *Rps2*, et al.
GO:0006397	mRNA processing	275/4657	5.32 × 10^−83^	*Ccnb1*, *Celf4*, *Hmx2*, *Ptbp1*, *Lsm2*, *Slbp*, *Npm1*, *Lsm3*, *Hnrnpa1*, *Lsm5*, *Snrpa1*, *Gemin6*, *Snrpd1*, *Ppil1*, *Rbmx2*, *Alyref*, *Pabpc1*, *Mbnl3*, *Khdrbs3*, *Adarb1*, *Srsf7*, *Papolb*, *Ddx39*, *Snrpg*, *Zfp473*, *Srsf9*, *Dazap1*, *Lsm8*, *Tbrg4*, *Snrnp40*, *Magohb*, *Snrpe*, *Rbmxl1*, *Ddx20*, *Srrt*, *U2af2*, *Lsm7*, *Snrpd3*, *Hnrnph1*, *Hnrnpm*, *Tra2a*, *Ttf2*, *Hnrnpa3*, *Snrpa*, *Rbm19*, *Cstf2*, *U2af1*, *Lsm6*, *Gemin5*, *Lsm4*, et al.

## Data Availability

The sequencing data from this study has been deposited in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE215627.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11223549/s1, Table S1: Summary of RNA sequencing and mapping results; Table S2: List of all differentially expressed genes; Table S3: Biological processes, cellular components, and molecular functions associated with upregulated genes; Table S4: Biological processes, cellular components, and molecular functions associated with downregulated genes.

# Supplementary material for: RNA-Sequencing Reveals Upregulation and a Beneficial Role of Autophagy in Myoblast Differentiation and Fusion
**Source:** Cells. 2022 Nov 10;11(22):3549. doi: 10.3390/cells11223549
**Supplement:** Supplementary file 1

Table S1. Summary of RNA sequencing and mapping results.

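Table S1 follows the reads of each library through the processing. Raw reads are those from the sequencer, trimmed reads are those left after Trimmomatic removed adapters and low quality, and mapped reads are those that STAR placed on mm10 anywhere. Uniquely mapped reads have a single best place, and only these were counted per gene. The libraries before differentiation had 36969986 to 50848798 uniquely mapped reads (median 41821598), and those of day 6 had 36293690 to 48421854 (median 38874062). The sequencing was paired-end, and the counts per gene summed to 42.2 to 44.15 for every 100 uniquely mapped reads, with 42.77 as the median before differentiation and 42.55 on day 6. The genes with at least 1 count numbered 16417 to 17195 in the libraries before differentiation and 17343 to 17922 on day 6.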

RNA-seq Library	Raw Reads	Trimmed Reads	Total Reads	Mapped	Total Rate	Mapping	Uniquely Mapping Rate	Uniquely Mapped Reads
C2A1	48893870	47432376	43818358		92.38%		41821598	88.17%
C2A2	51693558	50472662	45899728		90.94%		43894184	86.97%
C2A3	59952808	58406158	53085534		90.89%		50848798	87.06%
C2A4	42381668	41385146	38635612		93.35%		36969986	89.33%
C2A5	43625236	42267268	39524602		93.51%		37748072	89.31%
C2B1	56319126	55044342	50614278		91.95%		48421854	87.97%
C2B2	52221498	50978384	46700452		91.61%		44836580	87.95%
C2B3	45035416	43807398	40159780		91.67%		38608598	88.13%
C2B4	45496936	44365806	40480144		91.24%		38874062	87.62%
C2B5	42239522	41160068	37778122		91.79%		36293690	88.18%

How the deposited data were processed for this re-analysis (not part of the article)

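Messenger RNA was measured in 10 RNA-seq libraries of C2C12 cells, 5 from cells before differentiation and 5 from cells on day 6 of differentiation. Conditions and replicate numbers were taken from the sample labels, and the day from the paper's results and a figure legend. The authors deposited 1 table that holds a raw count and an FPKM value for each gene and library. To make the counts, the authors filtered the paired-end reads with Trimmomatic (version not given), mapped them to mm10 with STAR 2.5 and counted uniquely mapped reads per gene with HTSeq 0.6.1, and no scaling was applied to these values. The strand and overlap settings of the counting are not stated, so reads of overlapping genes on opposite strands may be shared. The authors computed the deposited FPKM values from those counts, dividing each by the gene length in kilobases and by the library total in units of 1000000 counts, which was checked on the table. The FPKM values were not used here. The paper itself tested genes with DESeq2 and terms with clusterProfiler.

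From the counts, fold changes and p-values were computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with its defaults by group, which left 13085 of 35275 genes, library totals were scaled with TMM factors, and dispersions and the quasi-likelihood fit used the robust options. The design held the condition alone. Each p-value is from edgeR's quasi-likelihood test, adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and counts of genes that moved by more than 1 log2 add that limit to the same test. Standard errors of log2 fold changes were derived from the same fit, as the size of the log2 fold change over the square root of the F statistic. Where a condition has few counts they can be smaller than the error of counting. CPM values are counts per 1000000 of the scaled library total. Where a whole condition had no count, the fold is a lower bound with 3 counts over the 5 libraries as the floor, and with 1 to 3 counts the ratio is given with a 95% counting interval. Of the gene names in the table, 27 had been turned into dates and were replaced through the gene identifiers.

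Gene lists, 52 in number with 1676 entries found in the table, were written from general knowledge before the data were examined, as were the main tests, 22 alternatives to the processing and the rule for naming genes. Some tests of explanations were chosen after the results were seen and are named as such below. The rule names every gene that the paper discusses, the 5 largest increases and 5 largest decreases among changed protein-coding genes with at least 5 CPM in the higher condition and no overlap between the conditions, the most abundant and the most changed members of each list, and all members of the ATG8 conjugation list. This gave 176 genes, of which a few are not reported here. Values in the figures and at the top of Table S2 had been seen by then. Which lists the paper discusses was noted only after their results had been seen. Each list was tested for over-representation among the higher and among the lower genes by a one-sided Fisher's exact test with the genes tested as background, adjusted over lists and both directions. Where no tested member was left uncalled, the odds ratio is given with 0.5 added to each cell. Each list was also tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over lists. The counts of list members that changed are given adjusted over all genes, and again adjusted over the list alone.

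The alternatives were DESeq2 1.42.0 with its own factors and filter (limma-voom for the camera test), relative log expression factors, upper-quartile factors, library totals alone, no filter on low counts, a filter of at least 5 CPM in at least 5 libraries, counts thinned to the smallest library, the replicate number as a block, each of the 10 libraries left out in turn, all genes of the table as background, a threshold of over 1 log2, and a correlation estimated from the data for camera. Another 4, chosen after the data were seen, left out replicates 1 and 2 of day 6, replicates 3, 4 and 5 of day 6, replicates 2 and 3 before differentiation, or the genes Yam1 and Lars2.

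The edgeR test was repeated on 100 of the 126 splits of the libraries into 5 and 5, the real one included. The autophagy lists were set against 10000 random lists matched on gene length, GC content and expression level, each gene drawn from its 100 nearest genes, with GC content taken from mm10 for 13026 of the genes tested. The test was also run on simulated counts of the same size, where it found 40 of 49 genes changed 1.5-fold, 42 of 49 changed 2-fold, 50 of 50 changed 4-fold and 50 of 50 changed 8-fold, and called 16 of 12779 unchanged genes. Only these few genes were changed in the simulation, evenly in both directions, against 79.8% of the genes tested in the data. The scaling and the rate of false calls at such a share were therefore not tested. In libraries of 15367909 to 21622527 counts, 3 counts in 1 library correspond to 0.139 to 0.195 CPM, so levels near that are uncertain. Within a condition, pairs of libraries had correlations of log2 CPM of 0.984 to 0.993. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.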

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

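That the following 3 lists lie outside the terms the paper discusses was decided after their results were seen. Genes of cholesterol biosynthesis rose on day 6: of 25 tested, 21 were higher and 0 lower (also 21 higher and 0 lower adjusted over the list alone), with a median log2 fold change of 0.98. The edgeR test gave 0 lower genes at an unadjusted p under 0.05, as did DESeq2, but 3 were lower without day 6 replicates 1 and 2, a setting chosen after the data were seen, and the mean log2 CPM of the list was 6.15 to 6.82 over the day 6 libraries. Srebf2, the transcription factor of this pathway and its most abundant member, rose 1.46-fold from 328 ± 15.5 to 478 ± 35.2 CPM (log2 fold change 0.54, standard error 0.0548, adjusted p = 4.71e-08), and Dhcr7, of the last step, rose 4.48-fold to 119 ± 32.4 CPM (adjusted p = 1.00e-06). They were over-represented among the higher genes (odds ratio 7.87, adjusted p = 5.46e-05 by a one-sided Fisher's exact test), and camera gave adjusted p = 0.027, and adjusted p = 0.694 with an estimated correlation.

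Of 16 genes of fatty acid oxidation, 13 were higher and 0 lower (also 13 higher and 0 lower adjusted over the list alone), with 0 lower by edgeR at an unadjusted p under 0.05 or by DESeq2, and 1 lower without replicate 2 of day 6. Hadha, of the mitochondrial enzyme complex, rose 1.65-fold from 147 ± 5.14 to 243 ± 9.98 CPM (log2 fold change 0.72, standard error 0.0462, adjusted p = 8.20e-11), and Fabp3, a fatty acid binding protein of muscle, rose 34.2-fold to 45.9 ± 15.5 CPM (adjusted p = 1.50e-07). Over-representation among the higher genes had an odds ratio 6.49, adjusted p = 0.00499, the camera test gave adjusted p = 0.144, and adjusted p = 0.562 with an estimated correlation, with adjusted p = 0.0123 with limma-voom, and among genes that rose by more than 1 log2 the odds ratio was 0.646.

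Matrix genes were mostly higher: of 26 genes of the extracellular matrix and of fibroblasts, 21 were higher and 5, Tnc, Col6a3, Vim, Timp1 and S100a4, were lower (also 21 higher and 5 lower adjusted over the list alone). Fn1, fibronectin, rose 1.79-fold from 6545 ± 323 to 11694 ± 3176 CPM (log2 fold change 0.84, standard error 0.178, adjusted p = 0.00165). Lum, lumican, rose from 1 count to 1261 over the libraries, a ratio of 1320 with a 95% counting interval of 237 to 52200 (adjusted p = 2.00e-07), while Tnc, tenascin C, fell 12-fold from 940.0 ± 33.6 to 78.1 ± 14.3 CPM (adjusted p = 6.22e-12). The list was over-represented among the higher genes (odds ratio 6.29, adjusted p = 0.000166 by a one-sided Fisher's exact test; camera, adjusted p = 1.44e-05, and adjusted p = 0.162 with an estimated correlation).

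Single libraries lay far from the other 4 of their condition in 20 of 470 groups of values tested, with a gap to the nearest library above 0.71 of the range, where chance gives about 1 in 20 groups. Before differentiation, replicate 5 was highest for the translation factors (mean log2 CPM 8.17, others 8.12 to 8.14) and the ER chaperones (7.46, others 7.37 to 7.39), and for Phb2 (157 CPM, others 132 to 139), Atp6v1g1 (203 CPM, others 175 to 181) and Camk1d (20.6 CPM, others 19.3 to 19.7), and lowest for the macrophage and leukocyte markers (1.71, others 2.23 to 2.39). Replicate 1 was highest for the kinesins (5.22, others 5.13 to 5.15) and Pgm5 (0.219 CPM, others 0 to 0.0539), and lowest for the smooth muscle markers (4.50, others 4.75 to 4.82) and Lmod1 (0.164 CPM, others 0.423 to 0.485). Replicate 4 was highest for the COPI and COPII coats (6.77, others 6.74 to 6.75) and Fabp3 (2.36 CPM, others 1.04 to 1.23), replicate 3 for Prkag3 (0.614 CPM, others 0.216 to 0.329) and Lum (0.0472 CPM, others at 0), and replicate 2 was lowest for Arhgef39 (8.30 CPM, others 10.3 to 10.8). Of the day 6 libraries, replicate 1 was highest for Lars2 (4655 CPM of the unscaled total, others 3573 to 3832) and lowest for Fyco1 (130 CPM, others 135 to 137). Replicate 2 was lowest for Ranbp2 (350 CPM, others 380 to 390), replicate 3 highest for Rbl1 (14.0 CPM, others 12.3 to 12.7) and replicate 5 highest for Cnn1 (1.23 CPM, others 0.366 to 0.549).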

How the results depend on the processing

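The alternatives that left out replicates 1 and 2 or replicates 3, 4 and 5 of day 6, replicates 2 and 3 before differentiation, or Yam1 and Lars2 were chosen after the data were seen. Over all alternatives that refit the genes, 4429 to 6249 were higher on day 6 and 4427 to 5543 lower, with the lowest counts at 5 CPM or more and the highest with no filter, and 0 genes called by both edgeR and an alternative went in opposite directions. The share of higher genes among those changed was 49.2% to 53.0%. No scaling moved the median log2 fold change of all genes by over 0.1 (-0.0047 with library totals only to 0.0383 with upper-quartile factors). Of the log2 fold changes of named genes under alternatives, 3836 kept their side of the threshold, 8 came to pass it, 9 no longer passed it and 1 turned. Among the over-representation tests 1175 kept theirs, 54 came to pass, 13 no longer passed and 6 turned. For the camera tests these numbers were 1147, 14, 33 and 1. A turn was counted only where the main fit or the alternative passed the test. Those that kept their side may therefore include changes of direction where neither passed. Depth limits genes near 0.139 to 0.195 CPM, and thinning to the smallest library left 10311 genes changed. Without Yam1 and Lars2 no listed result moved, and no endothelial marker passed the stricter filter, so that list has no over-representation or camera value there. For the changes below, values in brackets are member counts, odds ratios, adjusted p of camera or log2 fold changes, and the cause was not tested except that other filters and backgrounds change which genes are compared. Only the larger shifts in member counts, and any to or from 0, are listed, so a list that is not named may also have shifted. The 4 autophagy lists together, for example, had 53 to 58 higher and 3 to 8 lower members over the alternatives.

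With DESeq2, the number of higher members moved to the value given for DNA repair (2), spliceosome and splicing factors (2), macrophage and leukocyte markers (1), endothelial markers (3) and neuron and glia markers (1). Members called lower came to another number for interferon response (6), endothelial markers (1) and histones (24). Fisher's exact test for higher genes was passed by myogenic regulators and fusion (4.07), autophagosome-lysosome fusion (4.48), oxidative phosphorylation (1.79), mitochondrial genome (6.11) and interferon response (2.58). Gained among the lower genes was over-representation of actin-binding proteins (2.39). With limma-voom, the camera test was now passed by autophagosome-lysosome fusion (0.0151), proteasome (0.0108), mitochondrial genome (0.0361), fatty acid oxidation (0.0123) and interferon response (0.0362). The camera test was missed by muscle splicing regulators (0.139), p53 targets (0.14) and kinesins (0.343). With relative log expression factors, another number of higher members was found for DNA repair (2), ribosome biogenesis (1) and spliceosome and splicing factors (2). With upper-quartile factors, counts of higher members moved for DNA repair (2), ribosome biogenesis (1) and spliceosome and splicing factors (2). With library totals only, for lower members the count became that in brackets for macrophage and leukocyte markers (2). Now over-represented among the higher genes were interferon response (2.64). Over-representation among the lower genes was lost by immediate early genes (2.95).

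With no filter on low counts, the number of higher members moved to the value given for macrophage and leukocyte markers (1), endothelial markers (3) and neuron and glia markers (1). Members called lower came to another number for interferon response (6), endothelial markers (3) and histones (27). Higher genes were now enriched in myogenic regulators and fusion (4.98), autophagosome-lysosome fusion (5.48), muscle splicing regulators (4.36) and oxidative phosphorylation (2.19). Over-representation among the higher genes was gained by mitochondrial genome (3.98), interferon response (2.93), Rab GTPases (2.49) and imprinted genes (3.74). Fisher's exact test for lower genes was passed by kinesins (2.17) and actin-binding proteins (2.94). Camera was passed by autophagosome-lysosome fusion (0.0152) and imprinted genes (0.0287). At 5 CPM or more in at least 5 libraries, another number of higher members was found for DNA repair (2), ribosome biogenesis (1), spliceosome and splicing factors (2) and interferon response (10). Counts of higher members moved for immediate early genes (2), endothelial markers (0) and histones (2). For lower members the count became that in brackets for excitation-contraction coupling (0), unconventional myosins (3), smooth muscle markers (1), histones (0) and imprinted genes (1). Fisher's exact test for lower genes was missed by immediate early genes (2.99). The camera test was now passed by histones (0.0173) and imprinted genes (0.0236). Lost under camera were mitochondrial ribosomal proteins (0.083) and immediate early genes (0.083). Log2 fold changes passed the test for Gabarapl1 (0.21). Log2 fold changes no longer passed the test for Asph (-0.10). With counts thinned to the smallest library, the number of higher members moved to the value given for DNA repair (2) and ribosome biogenesis (1). Members called lower came to another number for autophagosome formation (1). Gained among the higher genes was over-representation of interferon response (3.80).

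With all genes of the table as background, now over-represented among the higher genes were myogenic regulators and fusion (9.83), ATG8 conjugation (7.37), autophagosome-lysosome fusion (12.6), cell cycle exit (5.73) and ID proteins and TGF-beta (7.16). Higher genes were now enriched in muscle splicing regulators (10.0), glycolysis (4.69), oxidative phosphorylation (4.79), mitochondrial genome (9.17) and interferon response (4.43). Over-representation among the higher genes was gained by p53 targets (6.37), Rab GTPases (5.74), unconventional myosins (4.41), satellite and reserve cells (5.73) and imprinted genes (3.82). Fisher's exact test for lower genes was passed by kinesins (3.40), actin-binding proteins (5.80) and COPI and COPII coats (5.22). At a threshold of over 1 log2, gained among the higher genes was over-representation of myogenic regulators and fusion (4.53) and histones (5.83). Now over-represented among the lower genes were kinesins (4.37), actin-binding proteins (2.79) and osteoblast and chondrocyte markers (23.2). No longer over-represented among the higher genes were autophagy receptors (1.81), V-ATPase (2.26), regulators of mTORC1, AMPK and TFEB (1.31), small GTPase regulators (1.06) and calmodulin-binding enzymes (3.29). Over-representation among the lower genes was lost by cytosolic ribosomal proteins (1.05), translation factors (1.29), ER chaperones (2.64) and immediate early genes (2.32). The odds ratio among the higher genes crossed 1 for autophagosome formation (0.952) and fatty acid oxidation (0.646). Among the lower genes, the odds ratio moved to the other side of 1 for proteasome (0), mitochondrial ribosomal proteins (0.325) and capping and polyadenylation (0.527). With an estimated correlation, not past camera any more were autophagosome formation (0.119), ATG8 conjugation (0.127), autophagy receptors (0.0704), lysosomal proteins (0.313) and V-ATPase (0.119). Camera missed the threshold for regulators of mTORC1, AMPK and TFEB (0.163), cytosolic ribosomal proteins (0.264), mitochondrial ribosomal proteins (0.388), muscle splicing regulators (0.119) and capping and polyadenylation (0.098). Camera was no longer passed by translation factors (0.073), cholesterol biosynthesis (0.694), ER chaperones (0.223), p53 targets (0.098) and immediate early genes (0.42). The camera test was missed by kinesins (0.127), calmodulin-binding enzymes (0.163), extracellular matrix (0.162), osteoblast and chondrocyte markers (0.162) and neuron and glia markers (0.0691).

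Without day 6 replicates 1 and 2, another number of higher members was found for DNA repair (2), ribosome biogenesis (2), spliceosome and splicing factors (2) and translation factors (4). Counts of higher members moved for ATF4 targets (11), immediate early genes (3) and endothelial markers (2). For lower members the count became that in brackets for excitation-contraction coupling (0), ATG8 conjugation (0), autophagosome-lysosome fusion (1), lysosomal proteins (2) and oxidative phosphorylation (21). The number of lower members moved to the value given for mitochondrial genome (1), fatty acid oxidation (1), cholesterol biosynthesis (3) and histones (13). Higher genes were now enriched in interferon response (3.09). Over-representation among the lower genes was gained by osteoblast and chondrocyte markers (17.3). The odds ratio among the higher genes crossed 1 for ATF4 targets (4.02). Camera was passed by imprinted genes (0.00379). Lost under camera were ER chaperones (0.0713). Log2 fold changes passed the test for Atf4 (0.23) and Gabarapl1 (0.33). Log2 fold changes no longer passed the test for Asph (-0.0823) and Atg5 (-0.12). Without day 6 replicates 3, 4 and 5, members called higher came to another number for cell cycle and mitosis (3), capping and polyadenylation (1), oxidative phosphorylation (56), immediate early genes (4) and neuron and glia markers (1). Another number of lower members was found for autophagosome formation (1), ATG8 conjugation (2), oxidative phosphorylation (5) and fatty acid oxidation (1). Counts of lower members moved for interferon response (5), ATF4 targets (13), macrophage and leukocyte markers (3) and histones (20). Fisher's exact test for higher genes was passed by myogenic regulators and fusion (5.50), autophagosome-lysosome fusion (4.71), oxidative phosphorylation (4.21), mitochondrial genome (4.71) and Rab GTPases (2.16). Fisher's exact test for lower genes was missed by proteasome (2.09). The camera test was now passed by glycolysis (0.0029), fatty acid oxidation (0.0491) and imprinted genes (0.000792). Not past camera any more were ATG8 conjugation (0.0676), mitochondrial ribosomal proteins (0.0618) and ER chaperones (0.0535). Camera passed in the lower direction for ATF4 targets (0.00775). Log2 fold changes passed the test for Copa (-0.13), Atg4c (-0.31) and Atg16l2 (0.34). Log2 fold changes no longer passed the test for Rnmt (0.0607) and Rab27a (-0.67). The log2 fold change turned to the other direction for Atf4 (-0.29). Without replicates 2 and 3 before differentiation, for higher members the count became that in brackets for mitochondrial ribosomal proteins (4) and endothelial markers (2). The number of lower members moved to the value given for lysosomal proteins (2) and ATF4 targets (1). Gained among the higher genes was over-representation of myogenic regulators and fusion (3.31) and autophagosome-lysosome fusion (3.64). No longer over-represented among the higher genes were small GTPase regulators (1.44). Log2 fold changes no longer passed the test for Gdf15 (-1.49) and Rab27a (-0.82).

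No label says whether the replicate numbers pair the libraries. Deviations of same-numbered libraries from their condition means had correlations of -0.0452 to 0.00996, against -0.0768 to 0.0474 for other pairs. Of the 5 libraries before differentiation, 0 correlated best with its own number. So no effect shared by a number was seen, which does not show that the libraries were prepared unpaired. The replicate block gave 5165 genes higher and 5138 lower, against 5247 and 5197. With the replicate block, over-representation among the higher genes was gained by interferon response (2.61). Camera was passed by imprinted genes (0.0227). Camera was no longer passed by immediate early genes (0.0703). It changed no other listed call.

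The ranges here again leave out lists with smaller shifts in member counts. Leaving out each library in turn moved the number of higher members in DNA repair (1 to 2), endothelial markers (1 to 2), mitochondrial ribosomal proteins (5 to 9), immediate early genes (1 to 2) and ribosome biogenesis (0 to 1). It also moved that of capping and polyadenylation (1 to 2), spliceosome and splicing factors (1 to 2), ATF4 targets (2 to 6), translation factors (1 to 2) and cell cycle and mitosis (1 to 2). The number of lower members ranged in autophagosome formation (0 to 1), unconventional myosins (3 to 5), histones (4 to 11), macrophage and leukocyte markers (1 to 2), ATG8 conjugation (0 to 1) and fatty acid oxidation (0 to 1). Over-representation among the higher genes was gained in part of these fits by the interferon response (1.79 to 2.79), camera was lost in part by the immediate early genes (0.026 to 0.0579), and log2 fold changes crossed the threshold for Rnmt (0.20 to 0.34), Gabarapl1 (0.11 to 0.23) and Atg5 (-0.25 to -0.15).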

Differences from the paper's values

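Table S2 gives log2 fold changes as before over day 6, so a gene that rose has a negative value there, and the values here are put on that direction for the comparison. The copy of Table S2 at hand holds its first 1999 genes, ending at a log2 fold change of -1.403. By a check added after the data were seen, it holds 0 of the 61 tested genes with no count before differentiation, though all 61 were higher on day 6 here. Of 1134 genes higher by over 2 log2 here, 107 are not in the copy, and the reason was not tested. Of the 51 genes named here that it holds, all 51 have the same sign. Of these, 44 lie within the standard error derived from the fit here, which was taken as the error since the paper states none. The 7 others are genes with few counts before differentiation, such as 3 for Dmd and 46 for Mb. For such genes this error can be smaller than that of counting. Dmd, for example, had a standard error of 0.316 but a counting interval of its ratio of 131 to 1870. The paper's values and those here come from the same libraries, so an error of counting that both share would not set them apart. All 7 of the paper's values below are smaller in size than those of edgeR. What in the methods sets them apart was not tested. The paper gives -8.5806 for Myh2, -9.4716 for Mb, -10.951 for Pgm5, -8.9515 for Cav3, -9.6893 for Cox6a2, -7.77 for Dmd and -9.2898 for Cd36, where edgeR gives -8.87, -10.07, -11.41, -9.30, -10.25, -8.29 and -9.74. Of the alternatives set before the data were examined, some that leave out 1 library before differentiation lie within the error: without replicate 1 for Dmd (-8.02), without replicate 2 for Myh2 (-8.56) and Cav3 (-8.99), without replicate 3 for Myh2 (-8.72), Cox6a2 (-9.91) and Cd36 (-9.39), without replicate 4 for Mb (-9.85), Pgm5 (-11.14), Cav3 (-9.03), Cox6a2 (-9.99) and Cd36 (-9.48), and without replicate 5 for Myh2 (-8.59), Mb (-9.81), Pgm5 (-11.13), Dmd (-8.04) and Cd36 (-9.47). Counts thinned to the smallest library do so for Pgm5 (-11.17), Cox6a2 (-10.01) and Dmd (-8.07). All other alternatives differ for these 7 genes, DESeq2 among them, at -9.01, -10.16, -11.57, -9.46, -10.48, -8.59 and -9.93 in the same order.

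Of 1592 genes of the copy of Table S2 tested here, 1591 are higher, 0 lower (edgeR) and 1 is not past the test, with a correlation of log2 fold changes of 0.9985 across genes. The copy holds only genes that the paper called from these same libraries, at its end of large increases. The match is therefore not independent evidence of their direction.

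The paper lists Trib3 among upregulated autophagy genes. It has a log2 fold change of 1.51 here, which did not pass the edgeR test (adjusted p = 0.0673), but passes with DESeq2 (1.53, adjusted p = 0.0273). Without a filter on low counts it has adjusted p = 0.0895. Of the other genes that Table 1 and Table 2 print, Fgf9, Trem2, Ifng, Srpx, Rnf152, Rasip1 and Papolb have too few counts for the filter and were not tested, and DESeq2 calls each of them in the paper's direction (log2 fold changes 5.48, 5.14, 4.19, 3.96, 2.89, 4.03 and -1.84), as does edgeR without the filter (5.23, 5.67, 4.76, 4.56, 2.79, 4.61 and -1.78).

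The paper names actin binding among the top upregulated functions. The list of actin-binding proteins tested here is not the GO term and leaves out muscle genes counted with the sarcomere, such as Actn2 and Neb. It had more lower than higher members. Among the lower genes it passed Fisher's exact test with DESeq2 (odds ratio 2.39, adjusted p = 0.0217). The main edgeR fit did not pass (odds ratio 1.6, adjusted p = 0.292 by Fisher's exact test, and camera adjusted p = 0.417, or 0.627 with an estimated correlation). With edgeR it did pass Fisher's exact test with no filter on low counts (odds ratio 2.94, adjusted p = 0.00354) and at over 1 log2 (odds ratio 2.79, adjusted p = 0.0335). The direction of the GO term itself was not tested.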

Other observations

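Of the tests of explanations in this part, those for fewer differentiated cells, for an amino acid and stress response and for cells in S phase, and the test of the 4 autophagy lists together at over 1 log2, were chosen after the results were seen. The growth factor gene Igf2 rose on day 6, and genes of the response to serum were mostly lower. The serum in the medium differs between the conditions, so its effect cannot be told apart from that of differentiation. Igf2, a growth factor of muscle cells made from an imprinted locus, rose 244-fold from 0.724 ± 0.285 to 178 ± 36.9 CPM (log2 fold change 7.93, standard error 0.234, adjusted p = 7.00e-11), and its neighbour H19, a noncoding RNA, rose 33.8-fold from 187 ± 8.51 to 6328 ± 1730.0 CPM (log2 fold change 5.08, standard error 0.197, adjusted p = 3.02e-09). Of 14 imprinted genes tested, 8 were higher and 4, Plagl1, Peg10, Ndn and Nnat, were lower (also 8 higher and 4 lower adjusted over the list alone; higher, odds ratio 1.99, adjusted p = 0.416; camera, adjusted p = 0.0858, and adjusted p = 0.201 with an estimated correlation). The imprinted genes passed camera with the replicate block, at 5 CPM or more and with no filter (adjusted p = 0.0227, 0.0236 and 0.0287), and Fisher's exact test with no filter (odds ratio 3.74, adjusted p = 0.034). Of 21 immediate early genes of the serum response, 14 were lower and 1, Nr4a1, was higher (also 1 higher and 14 lower adjusted over the list alone; lower, odds ratio 3.04, adjusted p = 0.0474, which was lost with library totals only, at 5 CPM or more and at over 1 log2, at adjusted p = 0.0549, adjusted p = 0.0716 and adjusted p = 0.318). Fosl1 fell 44.9-fold from 152 ± 8.26 to 3.33 ± 1.00 CPM (log2 fold change -5.49, standard error 0.123, adjusted p = 3.63e-15), and Jun, the most abundant, fell 1.79-fold (adjusted p = 1.37e-08). Their camera test gave adjusted p = 0.0478, and adjusted p = 0.421 with an estimated correlation, adjusted p = 0.0703 with the replicate block, adjusted p = 0.083 at 5 CPM or more, and adjusted p = 0.055, 0.0552 and 0.0579 without replicate 3 or 4 before differentiation or replicate 5 of day 6, and 2 genes were higher without replicate 3 before differentiation or replicate 1 or 3 of day 6. Of 8 genes of ID proteins and TGF-beta, 5 were higher and 3, Id1, Id2 and Id3, were lower (also 5 higher and 3 lower adjusted over the list alone; odds ratio 2.49, adjusted p = 0.445; camera, adjusted p = 0.558, and adjusted p = 0.694 with an estimated correlation). Tgfb3 rose 5.28-fold and its receptor Tgfbr2 3.98-fold (adjusted p = 5.05e-16 and 2.06e-16).

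Nuclear genes of mitochondria and genes of sugar metabolism moved both ways, while none of the mitochondrial genome was lower. Of 77 genes of oxidative phosphorylation, 35 were higher and 12 lower (35 higher and 11 lower adjusted over the list alone; odds ratio 1.25, adjusted p = 0.469 among the higher genes; camera, adjusted p = 0.312, and adjusted p = 0.898 with an estimated correlation). The day 6 libraries differ here: in settings chosen after the data were seen, 56 were higher and 5 lower without day 6 replicates 3, 4 and 5 (odds ratio 4.21, adjusted p = 1.78e-08), and 21 were lower without replicates 1 and 2. The list passed Fisher's exact test with DESeq2 (odds ratio 1.79, adjusted p = 0.027) and with no filter (odds ratio 2.19, adjusted p = 0.00226). Cox6a2, the muscle form of a subunit of cytochrome oxidase, rose from 4 counts before differentiation to 61.9 ± 16.3 CPM (adjusted p = 3.45e-10), while Atp5b and Cycs fell 1.3-fold and 2.12-fold (adjusted p = 0.000537 and 1.00e-10). Of 12 genes of the mitochondrial genome, 8 were higher and 0 lower (also 8 higher and 0 lower adjusted over the list alone; 0 by edgeR at an unadjusted p under 0.05 and by DESeq2; odds ratio 2.99, adjusted p = 0.199 among the higher genes; camera, adjusted p = 0.263, and adjusted p = 0.716 with an estimated correlation). They passed Fisher's exact test with DESeq2 (odds ratio 6.11, adjusted p = 0.0135) and with no filter (odds ratio 3.98, adjusted p = 0.0395), and camera with limma-voom (adjusted p = 0.0361). The genes mt-Co1 and mt-Nd5 rose 1.42-fold and 1.87-fold (adjusted p = 4.37e-06 and 5.59e-10). Regulators of mitochondrial biogenesis split, with Esrrg, Ppargc1a, Tfb2m and Ppargc1b higher and Pprc1, Nrf1, Tfam and Ppard lower among 11 tested (also 4 higher and 4 lower adjusted over the list alone; higher, odds ratio 0.854, adjusted p = 1; camera, adjusted p = 0.876, and adjusted p = 0.91 with an estimated correlation). Esrrg had no count before differentiation and was at least 199-fold higher on day 6 (adjusted p = 4.09e-07), and Pprc1 fell 2.23-fold (adjusted p = 1.23e-13). Of 20 glycolysis genes, 9 were higher and 8 lower (also 9 higher and 8 lower adjusted over the list alone; higher, odds ratio 1.22, adjusted p = 0.884; camera, adjusted p = 0.779, and adjusted p = 0.943 with an estimated correlation). Pygm, the muscle glycogen phosphorylase, rose 196-fold to 194 ± 82.2 CPM (adjusted p = 2.64e-07), and Pkm and Pgam1 fell 1.66-fold and 2.65-fold (adjusted p = 2.33e-09 and 1.05e-08).

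Genes of protein folding and of the proteasome were mostly lower. Of 16 genes of chaperones and quality control in the endoplasmic reticulum, 12 were lower and 4, Herpud1, Dnajb9, Sel1l and Xbp1, were higher (also 4 higher and 12 lower adjusted over the list alone; lower, odds ratio 4.56, adjusted p = 0.0197, and odds ratio 2.64, adjusted p = 0.318 at over 1 log2; camera, adjusted p = 0.0224, and adjusted p = 0.223 with an estimated correlation). Hsp90b1 and Calr fell 2.85-fold and 1.64-fold, and Herpud1 rose 3.37-fold (adjusted p = 2.72e-15, 3.71e-11 and 3.17e-09). Of 31 proteasome genes, 23 were lower and 4, Psmc3, Psmd8, Psmc6 and Psmd4, were higher (also 4 higher and 23 lower adjusted over the list alone; lower, odds ratio 4.38, adjusted p = 0.000592, and an odds ratio of 0 at over 1 log2; camera, adjusted p = 0.16, and adjusted p = 0.661 with an estimated correlation, and adjusted p = 0.0108 with limma-voom). Psma7 and Psmd2 fell 1.97-fold and 1.26-fold, and Psmc3 rose 1.83-fold (adjusted p = 1.01e-12, 1.49e-05 and 1.76e-08). The proteasome list missed Fisher's exact test without replicates 3, 4 and 5 of day 6 (odds ratio 2.09, adjusted p = 0.0962), a setting chosen after the data were seen. Vesicle coats COPI and COPII had 7 genes higher and 9 lower of 19 (also 7 higher and 9 lower adjusted over the list alone; lower, odds ratio 1.37, adjusted p = 0.731; camera, adjusted p = 0.916, and adjusted p = 0.944 with an estimated correlation). Copz2 rose 4.12-fold and Sec23b fell 1.64-fold (adjusted p = 3.55e-15 and 8.36e-09), and Copa had a log2 fold change of -0.03 (adjusted p = 0.704).

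Of 27 genes of the interferon response, 17 were higher and 3 were lower (also 17 higher and 3 lower adjusted over the list alone). Ifit3 rose 11.6-fold and B2m 1.19-fold, and Gbp3 fell 3.62-fold (adjusted p = 1.44e-07, 0.000586 and 0.000178). Over-representation among the higher genes had an odds ratio 2.54, adjusted p = 0.0547, and passed the test at odds ratios of 2.79, 2.51 and 2.71 without replicate 4 or 5 before differentiation or replicate 1 of day 6, and with DESeq2 (odds ratio 2.58, adjusted p = 0.0175), the replicate block (odds ratio 2.61, adjusted p = 0.0458), library totals only (odds ratio 2.64, adjusted p = 0.044), thinned counts (odds ratio 3.80, adjusted p = 0.00649) and no filter (odds ratio 2.93, adjusted p = 0.00354). Camera gave adjusted p = 0.167, and adjusted p = 0.327 with an estimated correlation, and passed with limma-voom (adjusted p = 0.0362). Of 19 targets of p53, 10 were higher and 5, Gdf15, Bax, Zmat3, Aen and Mdm2, were lower (also 10 higher and 5 lower adjusted over the list alone; higher, odds ratio 1.66, adjusted p = 0.456; camera, adjusted p = 0.0224, and adjusted p = 0.098 with an estimated correlation, and adjusted p = 0.14 with limma-voom). Fas rose 14.4-fold to 7.97 ± 0.850 CPM and Gdf15 fell 2.74-fold (adjusted p = 2.33e-10 and 0.0193). Gdf15 ranged from 5.24 to 30.2 CPM over the day 6 libraries. Without replicates 2 and 3 before differentiation, a setting chosen after the data were seen, it had adjusted p = 0.0636 in the edgeR test.

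Markers of other cell types moved both ways, and myoblasts express some of them. Neuron and glia markers had 0 higher and 4 lower genes of 6, the lower ones being Nefl, Nefm, Tubb3 and Syn1 (also 0 higher and 4 lower adjusted over the list alone; lower, odds ratio 3.04, adjusted p = 0.445; camera, adjusted p = 8.93e-07, and adjusted p = 0.0691 with an estimated correlation), and edgeR gave 0 higher at an unadjusted p under 0.05, against 1 with DESeq2. Tubb3 fell 21-fold from 303 ± 20.3 to 14.5 ± 2.58 CPM (adjusted p = 3.31e-14). For osteoblast and chondrocyte markers, 0 were higher and 4, Sp7, Spp1, Sox9 and Runx2, were lower of 5 (also 0 higher and 4 lower adjusted over the list alone; lower, odds ratio 6.07, adjusted p = 0.267, and odds ratio 23.2, adjusted p = 0.0154 at over 1 log2; camera, adjusted p = 0.0238, and adjusted p = 0.162 with an estimated correlation), with 0 higher by edgeR at an unadjusted p under 0.05 and by DESeq2. Spp1, osteopontin, fell 3.66-fold from 2423 ± 53.2 to 663 ± 57.5 CPM and Sp7 fell 3.69-fold (adjusted p = 2.44e-15 and 0.000816). Smooth muscle markers Lmod1, Acta2 and Smtn were higher and Cnn1 and Tagln lower among 5 (also 3 higher and 2 lower adjusted over the list alone; higher, odds ratio 2.24, adjusted p = 0.731; camera, adjusted p = 0.84, and adjusted p = 0.91 with an estimated correlation), with Acta2 up 1.54-fold, Lmod1 up 14.3-fold and Cnn1 down 5.12-fold (adjusted p = 0.000502, 3.09e-09 and 1.63e-06). The adipocyte markers Cd36 and Cebpa were higher and Pparg lower among 4 (also 2 higher and 1 lower adjusted over the list alone; higher, odds ratio 1.49, adjusted p = 1; camera, adjusted p = 0.312, and adjusted p = 0.428 with an estimated correlation); Cd36, which also serves muscle, rose from 5 counts to 52.6 ± 11.7 CPM and Pparg fell 2.31-fold (adjusted p = 2.21e-11 and 9.81e-09). Of satellite and reserve cell genes, 9 were higher and 6 lower of 15 (also 9 higher and 6 lower adjusted over the list alone; higher, odds ratio 2.24, adjusted p = 0.292; camera, adjusted p = 0.197, and adjusted p = 0.562 with an estimated correlation). Spry1 and Itga7 rose 26.5-fold and 3.19-fold, and Sdc3 fell 4.74-fold (adjusted p = 7.16e-17, 9.74e-16 and 2.95e-15). Of 2 macrophage and leukocyte markers tested, Cd14 was lower (1.63-fold, adjusted p = 0.00045) and 0 were higher by edgeR, also 0 at an unadjusted p under 0.05 and 1 with DESeq2 (0 higher and 2 lower adjusted over the list alone; lower, odds ratio 1.52, adjusted p = 1; camera, adjusted p = 0.768, and adjusted p = 0.795 with an estimated correlation), and 2 such markers were lower without replicate 5 before differentiation or replicate 3 or 4 of day 6. Vwf, the 1 endothelial marker tested, rose 26.3-fold to 1.59 ± 0.415 CPM (adjusted p = 2.32e-07; higher, odds ratio 4.48, adjusted p = 0.884; camera, adjusted p = 0.459, and adjusted p = 0.577 with an estimated correlation), and edgeR gave 0 lower at an unadjusted p under 0.05, against 1 with DESeq2; 2 endothelial markers were higher without any 1 of the libraries before differentiation or without replicate 2 of day 6.

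With the real grouping edgeR called 10444 genes, and the highest of the other splits of the libraries into 5 and 5 called 0 (3034 at an unadjusted p under 0.05, against 10574 for the real grouping). So 1 of 100 splits, the real one, gave as many, and a random grouping of these libraries is unlikely to give this number. Every other split mixes the conditions, which puts their difference into the spread within its groups, so few calls there were to be expected. The splits therefore add little to the separation of the conditions already seen. Differences of culture or preparation shared within a condition were not tested by them.

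Day 6 replicates 1 and 2 lay apart from replicates 3, 4 and 5, most clearly in the targets of ATF4, a transcription factor of amino acid shortage, whose mean log2 CPM was 5.58, 5.83, 7.20, 7.20 and 6.94 in replicates 1 to 5 and 6.51 to 6.64 before differentiation. Between the conditions, 2 of 15 targets, Atf5 and Ddit3, were higher and 2, Shmt2 and Phgdh, lower (2 higher and 1 lower adjusted over the list alone; higher, odds ratio 0.23, adjusted p = 1; camera, adjusted p = 0.975, and adjusted p = 0.993 with an estimated correlation), with 6 and 4 higher without replicate 1 and replicate 2 of day 6; Atf5 rose 2.35-fold, Shmt2 fell 2.1-fold and Atf4 had a log2 fold change of 0.02 (adjusted p = 0.00623, 0.0104 and 0.893). In settings chosen after the data were seen, 11 targets were higher without replicates 1 and 2 of day 6, and 13 were lower without replicates 3, 4 and 5. After counts were thinned to the smallest library the largest gap between neighbouring libraries was still 0.858 of the range, which argues against depth. The range of the ATF4 targets, 1.62, exceeded that of 100% of 10000 random lists matched on expression (highest 0.337), but this list was taken because it had the largest range of all, and the range of the sarcomere genes, 0.43, also exceeded that of 100% of 10000 lists matched to them (highest 0.24), so an amino acid and stress response differing between cultures stays open. Fewer differentiated cells in some cultures also stay open, since sarcomere genes were lower in replicates 3, 4 and 5, while DNA replication genes followed them (correlation 0.865 over the 5 libraries) where more undifferentiated, dividing cells would give the opposite, and a separate preparation of these libraries is given in no label and was not tested.

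Autophagy genes were more often higher than others, and technical explanations were set against a rise with differentiation. With all genes of the table as background, unexpressed genes raise the odds ratio of the 4 autophagy lists to 13.8 (p = 2.27e-28 by a one-sided Fisher's exact test), but with the genes tested as background that test still gave p = 1.1e-08. The share of higher genes, 72.4%, exceeded that of 100% of 10000 lists matched on gene length, GC content and expression level (median 38.2%, highest 60.5%), which argues against these as the cause. Over the 3 other ways of scaling the libraries the highest p of Fisher's exact test was 3.24e-08, so the result does not rest on the choice among them. These scalings moved the median log2 fold change of all genes only between -0.0047 and 0.0383. An error that all of them share was therefore not tested. Among genes that rose by more than 1 log2 the 4 lists together had 19 of 76, or 25.0%, against 18.1% of all genes tested (odds ratio 1.51, p = 0.0824 by the same test; 0.952 for autophagosome formation, 2.06 for ATG8 conjugation, 1.81 for the receptors and 1.51 for fusion), so the over-representation passed the test only with smaller changes counted, and with an estimated correlation none of the 4 lists passed camera (lowest adjusted p = 0.0704). A rise of autophagy genes with differentiation itself stays a hypothesis, since it was not tested apart from the groups, and messenger RNA alone does not measure autophagic flux.

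Most messages of replication-dependent histones lack a poly(A) tail. Of 16 tested, 10 were higher and 4, Hist1h4k, Hist1h2ae, Hist1h1d and Hist1h1e, were lower (also 10 higher and 4 lower adjusted over the list alone; higher, odds ratio 2.49, adjusted p = 0.199, and odds ratio 5.83, adjusted p = 0.00598 at over 1 log2; camera, adjusted p = 0.197, and adjusted p = 0.627 with an estimated correlation, and adjusted p = 0.0173 at 5 CPM or more), with Hist1h1c up 11.1-fold, Hist2h3c2 up 16.6-fold and Hist1h4k down 19.5-fold (adjusted p = 1.22e-11, 1.02e-07 and 1.01e-06), but the balance differs between settings, with 27 lower without a filter, 24 lower with DESeq2, 2 higher and 0 lower at 5 CPM or more, and 8, 9, 9, 11, 11 and 11 lower without replicate 4 before differentiation or replicate 1, 2, 3, 4 or 5 of day 6. Cells in S phase on day 6 would raise DNA replication genes, whose upper quartile was a log2 fold change of -1.8, which argues against that explanation. More RNA without a poly(A) tail in the day 6 libraries stays open, since 0 small RNA genes could be tested, and so does a change of histone messages with differentiation itself, which was not tested apart from the groups.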
